# A Potent Autophagy Inhibitor (Lys05) Enhances the Impact of Ionizing Radiation on Human Lung Cancer Cells H1299

**DOI:** 10.3390/ijms20235881

**Published:** 2019-11-23

**Authors:** Lucie Cechakova, Martin Ondrej, Vojtech Pavlik, Petr Jost, Dana Cizkova, Ales Bezrouk, Jaroslav Pejchal, Ravi K. Amaravadi, Jeffrey D. Winkler, Ales Tichy

**Keywords:** autophagy, ionizing radiation, Lys05, cancer, non-small cell lung carcinoma

## Abstract

Autophagy inhibition through small-molecule inhibitors is one of the approaches to increase the efficiency of radiotherapy in oncological patients. A new inhibitor—Lys05—with the potential to accumulate within lysosomes and to block autophagy was discovered a few years ago. Several studies have addressed its chemosensitizing effects but nothing is known about its impact in the context of ionizing radiation (IR). To describe its role in radiosensitization, we employed radioresistant human non-small cell lung carcinoma cells (H1299, p53-negative). Combined treatment of H1299 cells by Lys05 together with IR decreased cell survival in the clonogenic assay and real-time monitoring of cell growth more than either Lys05 or IR alone. Immunodetection of LC3 and p62/SQSTM1 indicated that autophagy was inhibited, which correlated with increased *SQSTM1* and decreased *BNIP3* gene expression determined by qRT-PCR. Fluorescence microscopy and flow cytometry uncovered an accumulation of lysosomes. Similarly, transmission electron microscopy demonstrated the accumulation of autophagosomes confirming the ability of Lys05 to potentiate autophagy inhibition in H1299 cells. We report here for the first time that Lys05 could be utilized in combination with IR as a promising future strategy in the eradication of lung cancer cells.

## 1. Introduction

Lung cancer and non-small cell lung carcinoma (NSCLC) in particular represents the leading cause of cancer-related mortality worldwide [1,2]. Because of conditions making progressed tumor inoperable, the majority of patients are treated by radiation therapy (RT). However, the radioresistance of NSCLC contributes to unsatisfactory recurrence, driving an escalating interest in the improvement of the treatment [1,2].

One of the options, which could increase the efficacy of RT, is the modulation of autophagy. Autophagy is an intracellular mechanism enabling the eradication of damaged organelles and proteins in order to protect cells from stress triggered by various stimuli, including IR. It utilizes lysosomes as the tools for the degradation of substrates [3]. Typically, the double-membrane autophagosome (phagophore) is formed in order to absorb molecules to be degraded. This process consists of induction, nucleation, elongation, and maturation. While the main regulator of nucleation is phosphoinositide 3-kinase (PI3K), autophagosome formation relies on ubiquitin-like conjugation systems (ATG12 and LC3). Finally, lysosome fuses with autophagosome to form autophagolysosome and triggers the release of the acidic lysosomal hydrolases, which degrade the cytosolic substrates [4]. Notwithstanding, autophagy is a somewhat controversial process. Current literature describes autophagy as a mechanism with two opposing roles in tumor cells. In the early stages of cancer development, autophagy contributes to the suppression of tumor growth. On the other hand, in the advanced stages of cancer development, it acts as a promoter of carcinogenesis [4]. Since autophagy has been believed to be a protective mechanism in developed cancers, inhibition of this process seems to be a promising strategy to enhance the efficacy of RT.

Lys05—a new autophagy inhibitor—was reported for the first time by McAfee et al. several years ago. It is a dimeric form of a well-established autophagy inhibitor chloroquine (CQ). Mechanistically, Lys05 similarly as CQ and hydroxychloroquine (HCQ) has the potential to accumulate within lysosomes and to block autophagy even more effectively than CQ or HCQ. Moreover, it exhibits the most potent anti-tumor activity as a single agent among the three above-mentioned inhibitors both in vitro and in vivo [5]. Although Lys05 is a promising agent, no study examined its sensitizing effect in combination with IR so far.

The aim of our study was to sensitize the radioresistant H1299 cells toward IR using the specific autophagy inhibitor Lys05 and to describe the underlying molecular mechanisms involved in this process. For comparison of the Lys05-induced anti-proliferative effect, we used two established autophagy inhibitors: Bafilomycin A1 (Baf) and Spautin-1. Baf is an inhibitor with a similar mechanism of action as Lys05. It inhibits the final step of the autophagic process—a fusion between autophagosomes and lysosomes [6]. Spautin-1 works differently. It specifically targets the Beclin-1 subunit of the PI3K complex and causes its degradation [7,8]. It has been shown to enhance IR-induced cell death [9] and to reduce tumor growth in mice xenografts without side effects [8]. CQ or HCQ has not been used as controls in our study since head-to-head comparison with Lys05 had previously been described by McAfee et al. [5].

The combination of IR and Lys05 led to more efficient eradication of radioresistant cells compared to either agent alone. These results suggest that Lys05 might provide an efficient tool for the radiosensitization of cancer cells and could be utilized as a promising future strategy in radiotherapy of lung cancer.

## 2. Results

### 2.1. Treatment of H1299 Cells by Autophagy Inhibitors and IR Causes a Decrease in Proliferation in a Concentration- and Dose-Dependent Manner

The xCELLigence system enables non-invasive real-time monitoring of cell characteristics such as viability, proliferation, and adhesion. This assay is performed in microtiter plates with gold electrodes on the bottom of each well and changes in electrical impedance are measured. Cell culture was monitored every 30 min for five days. Obtained data were expressed as cell index. The higher the cell index value, the more cells are attached to the electrodes [10,11].

Initially, we performed experiments with different concentrations of inhibitors and doses of IR. Spautin-1 was selected as a control in proliferation evaluating the methods. In order to compare the overall inhibition effect of the studied autophagy inhibitor—Lys05, we used the inhibitor possessing a different mechanism of action (unlike for further experiments with autophagosome accumulation). For the sake of simplicity, we compared our results with only one inhibitor in each method. We observed a concentration-dependent decrease in cell proliferation in the groups treated by both Spautin-1 and Lys05 alone. Similarly, the higher the dose of IR, the more pronounced decrease in proliferation was achieved (data are shown in Figure S1). Based on these results, we selected 2 µM Lys05 or 2 µM Spautin-1 as the lowest concentration and the lowest dose of 2 Gy (actually a D0 that causes cell death in 63% of the cell population) for the further experiments. The higher concentration and doses would probably lead to more intensive effects, but our effort was driven by the radiosensitization hypothesis—the combined effect of the lowest doses of agents possibly leading to a mutual potentiation of the anti-proliferative effect.

The combination of 2 Gy and 2 µM Lys05 or Spautin-1 resulted in a more pronounced decrease in proliferation than single treatment (Figure 1A).

### 2.2. Lys05 Renders H1299 Cells More Sensitive to IR

The real-time monitoring provided valuable insight into cell-culture dynamics after the treatment. However, taking into account its limitations, we assessed the influence of Lys05 on H1299 cells in terms of radiosensitization by a more traditional radiobiological approach. Hence, the clonogenic assay was used.

H1299 cells were treated by Lys05 (2 µM) one hour prior to irradiation (2, 4, and 8 Gy). The survival fraction decreased in a dose-dependent manner. Administration of Lys05 resulted in statistically significant suppression of clonogenic ability compared to the cells exposed to IR only (Figure 1B). These results support our conclusion that the inhibition of autophagy by Lys05 enhanced the cytotoxicity of IR. Complete data are shown in Supplementary Figure S1.

### 2.3. The Combination of Inhibitors with Irradiation Shows an Additive Effect

Although the combined treatment of H1299 cells resulted in the most pronounced decrease in proliferation, we analyzed the combination index (CI) in order to determine the estimation of the extent of synergy or antagonism between each inhibitor and IR. CI was calculated based on the Chou–Talalay method (briefly reviewed in [12]) using the CompuSyn software. According to the CI value description published by Hernández et al. CI values under the 0.9 indicate synergism, CI values between 0.9 and 1.2 indicate additive effect, and CI values higher than 1.2 indicate antagonism [13].

We calculated the CI based on the anti-proliferative effects of the inhibitors and IR observed at a time point when the changes in proliferation were most prominent—100 hours after irradiation. Our data indicate the additive effects of both inhibitors and IR (Table 1 and Figure 2A).

Considering that CI evaluates the extent of synergism/antagonism only at one point in time, we compared the ratio of the sum of anti-proliferative effects of each inhibitor and IR as single agents relative to the control with the ratio of the combination of inhibitor and IR relative to the control. The concentration of each inhibitor and the dose of irradiation selected for this measurement were 2 µM and 2 Gy, respectively.

Based on this calculation, we observed stronger anti-proliferative effects provided by the combination of each inhibitor with IR depending on the time than their sum when acting as single agents (Figure 2B).

### 2.4. Lys05 Does Not Affect the Apical Parts of mTOR Signaling but Results in Increased LC3-II and p62/SQSTM1

To evaluate how Lys05 interferes with autophagy signaling pathways, we used two methods: (i) Western blotting (WB) and (ii) real-time quantitative reverse transcription PCR (qRT-PCR).

Using WB, we examined the level of mammalian target of rapamycin (mTOR) and its phosphorylated forms (serine 2448 and 2481), Unc-51 like autophagy activating kinase 1 (ULK-1) and its phosphorylated forms (serine 555 and 757), and proline-rich Akt substrate of 40 kDa (PRAS40) and its phosphorylated form (threonine 246) one, 24, and 48 h after irradiation. We did not notice any significant changes in any of the groups or time-points indicating that Lys05 does not affect the initial stage of autophagy signaling (Figure 3A).

Further on, we examined the microtubule-associated protein 1A/1B-light chain 3 (LC3) and ubiquitin-binding protein p62 (p62/SQSTM1). Administration of Lys05 and/or irradiation (2 Gy) led to an increase in LC3-II protein form and also to a non-significant increase in protein p62/SQSTM1 in the groups of cells treated either by Lys05 alone or by its combination with IR, especially after 48 h (Figure 3A). Increased LC3II/I ratio together with elevated levels of p62/SQSTM1 demonstrated the inhibition of autophagy via blockade of autophagosome-lysosome fusion [14].

As Western blotting is considered only a semi-quantitative approach, we utilized the microarray assay to perform a complex screening of the effects of Lys05 on the level of mRNA (data are available in Supplementary Tables S1 and S2, and GEO repository: GSE138650), which led us to further examination of two particular genes using qRT-PCR: *SQSTM1* and Bcl2 interacting protein 3 (*BNIP3*). These genes are well-known to be associated with autophagy [15,16]. 

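The microarray screen covered H1299 cells in 18 groups of 3 samples each, 54 samples in all. The cells were cultured without inhibitor, with Lys05 or with Spautin-1, an autophagy inhibitor that acts on the Beclin-1 complex, and were either irradiated by 2 Gy or not irradiated. RNA was isolated at 3 time points, 1, 24 and 48 h. The sample labels count these times from treatment and the paper counts them from irradiation, with the inhibitor added 1 h earlier. For its signaling experiments the paper gives a concentration of 2 µM, and the labels do not say which concentration the array samples received. Total RNA was amplified, labeled with Cy5 or Cy3 and hybridized to Agilent expression arrays that carried both dyes. Each group held 2 samples of one dye and 1 of the other, with 27 samples per dye overall. Which samples shared an array is not given in the sources used here. The authors read the arrays as single channels, quantile-normalized all channels together and name limma as their tool. Their background correction, probe filter and design matrix are not given in the sources used here. The resulting table holds one value for each probe in each sample. These are log2 intensities, because percent changes recomputed from them with the dye effect removed followed those in Table S2 with a correlation of 0.995 to 1 in the 15 comparisons, across 626 genes, which are not independent replicates. Sample medians lay between 7.92 and 8.00, and the correlation between replicates of a group between 0.955 and 0.998. The number of arrays limits the precision of every value. From this table, one limma model (version 3.58.1) with a mean for each group and a term for the dye was fitted to all 54 samples, which left 35 residual degrees of freedom. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a probe was called at an adjusted p under 0.05. A gene with several probes was represented by the probe with the highest mean. Of the probes, 16443 carried a gene symbol, for 12830 genes. The files name no genome build, so genes are given by symbol and probe without coordinates. The dye changed 3204 probes, 17.3% of the total, with a median absolute effect of 0.08 on the log2 scale over all probes, and the model removed it.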

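Few probes passed the threshold for Lys05 against control. Without irradiation, limma called 0 probes higher and 3 lower at 1 h, 2 higher and 0 lower at 24 h, and 1 higher and 2 lower at 48 h. After 2 Gy, 0 probes were called at 1 h, 1 higher at 24 h and 0 at 48 h. The numbers of probes with an unadjusted p under 0.05 were 1815, 194 and 1845 without irradiation and 106, 949 and 52 after 2 Gy, where chance alone gives 925. With the Lys05 effects of irradiated and non-irradiated cells averaged, 6 samples against 6, limma called 0 probes at 1 h, 12 at 24 h (10 higher, 2 lower) and 5 at 48 h (4 higher, 1 lower), and 1027, 495 and 806 had an unadjusted p under 0.05. When these samples were regrouped within irradiation groups, 12 of 100 splits, the real one included, gave at least the 12 calls at 24 h (up to 328). At 48 h, 5 of 100 gave at least the 5 calls (up to 1276). Chance can thus not be excluded for these 2 counts. The test of whether irradiation changed the Lys05 effect called 0 probes at each time point in limma, with 295, 321 and 358 probes at an unadjusted p under 0.05. The alternative that moved these counts most gave each sample a weight from limma's array weights, whose estimation stopped before it converged. It raised the averaged count at 24 h from 12 to 304, and at 1 h it raised the averaged and the non-irradiated count by more.
FDPS (probe A_24_P114183), which encodes farnesyl diphosphate synthase of the cholesterol pathway, rose 24 h after Lys05 by 0.915 on the log2 scale without irradiation (standard error 0.123, adjusted p = 7.85e-05 from limma) and by 0.845 after 2 Gy (adjusted p = 0.000492). FASN (probe A_33_P3329344), which encodes fatty acid synthase, rose by 0.87 without irradiation (standard error 0.141, adjusted p = 0.0025). This call was lost without control 24 h replicate 2 (0.81, adjusted p = 0.0991) or Lys05 24 h replicate 1 (0.80, adjusted p = 0.0774). The count of 1 after 2 Gy became 352 without 2 Gy 24 h replicate 2 and 2 without 2 Gy + Lys05 24 h replicate 1. Averaged over irradiated and non-irradiated cells, FDPS rose by 0.88 (adjusted p = 1.83e-08) and FASN by 0.79 (adjusted p = 7.26e-06). The remaining genes with a call at 24 h over both were MSMO1, NEU1, FDFT1, GDF15, HDAC9, LSS, SQSTM1 and CYP51A1, which rose by 0.40 to 0.91, and the mitochondrially encoded ND4L and ND3, which fell by 1.325 and 0.71. Their adjusted p lay between 0.00147 and 0.0381. The called probe of LSS was not its brightest, which rose by 0.61 (adjusted p = 0.226). Of these genes, FDPS, FASN, MSMO1 and ND4L kept their call over both without any 1 sample, and NEU1, FDFT1, GDF15, HDAC9, LSS, ND3 and CYP51A1 lost it in 6 to 10 of the 12 fits that left out 1 sample, with adjusted p up to 0.253. Leaving out 1 sample lowered the count of 12 to 4 without control 24 h replicate 2, control 24 h replicate 3 or 2 Gy + Lys05 24 h replicate 2, to 5 without Lys05 24 h replicate 3 and to 6 without Lys05 24 h replicate 2.
At 48 h, NEU1, a lysosomal sialidase (probe A_24_P394533), rose by 0.865 without irradiation (adjusted p = 0.00236), and the call was lost when control 48 h replicate 3 was left out (0.76, adjusted p = 0.0696). FBXO43 fell by 1.295 and the probe A_33_P3503537, which has no gene name, fell by 0.95 (adjusted p = 0.033 for each). Both calls were lost without control 48 h replicate 1, 2 or 3 or Lys05 48 h replicate 3 (without the latter -0.74 and -0.825, adjusted p = 0.594 for each). This count of 3 became 58 without Lys05 48 h replicate 2, 28 without Lys05 48 h replicate 1, 1 without control 48 h replicate 2 or Lys05 48 h replicate 3 and 0 without control 48 h replicate 3. Averaged over irradiated and non-irradiated cells, GDF15 rose by 1.035 (adjusted p = 0.0068), NEU1 by 0.52, HMOX1 by 0.70 and ND6 by 1.37, and the unnamed probe fell by 0.705. In the 12 fits that left out 1 sample, these calls were lost in 3 for GDF15, 6 for NEU1, 9 for HMOX1, 7 for ND6 and 4 for the unnamed probe, with adjusted p up to 0.377. The number of calls over both fell from 5 to 0 without 2 Gy + Lys05 48 h replicate 2, 2 Gy + Lys05 48 h replicate 3 or Lys05 48 h replicate 3, to 1 without 2 Gy 48 h replicate 3, to 2 without control 48 h replicate 3 and to 3 without Lys05 48 h replicate 1 or 2 Gy 48 h replicate 1, and rose to 9 without 2 Gy + Lys05 48 h replicate 1. After 2 Gy, the count of 0 at 48 h became 1 without 2 Gy + Lys05 48 h replicate 1. The 3 calls at 1 h were a probe of LEO1 (-1.01, adjusted p = 0.0313), whose brightest probe stood at 0.03, and 2 probes of IGF2 (-0.92 and -0.93, adjusted p = 0.0454 for each). There were 0 calls at 1 h without any one of Lys05 1 h replicates 1 and 3 and control 1 h replicates 1, 2 and 3, and 6 without Lys05 1 h replicate 2. The rule for naming genes gives FDPS, FASN, SQSTM1, ND4L, ND3, NEU1, FBXO43 and IGF2 from the Lys05 comparisons, and GDF15 and ND6 from those with Spautin-1. The other genes named here lay outside it and were chosen after their values were seen.
Among 6 gene lists tested by limma's camera with a preset correlation of 0.01 between genes, that of cholesterol synthesis rose most with Lys05 at 24 h. Its median log2 change was 0.44, with 21 of 21 genes higher (adjusted p = 1.72e-49 over 144 tests), and at 48 h 0.15, with 21 of 21 higher (adjusted p = 3.13e-09). The list holds FDPS, MSMO1, FDFT1, LSS and CYP51A1. The lysosomal targets of the transcription factor TFEB, a list that holds NEU1 and SQSTM1, rose by a median of 0.11 at 24 h, with 28 of 40 higher (adjusted p = 2.26e-06), and of 0.14 at 48 h, with 25 of 40 higher (adjusted p = 2.24e-05). For the ATF4 stress response list the medians were 0.36 and 0.23, with 26 of 28 genes higher at each time (adjusted p = 5.41e-28 and 2.96e-15). All 6 of these tests passed with an estimated correlation too, and in every fit that left out 1 sample, although the lysosomal median fell to 0.042 without 2 Gy 24 h replicate 1 and to 0.079 without 2 Gy 48 h replicate 3.

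**Figure D1:**
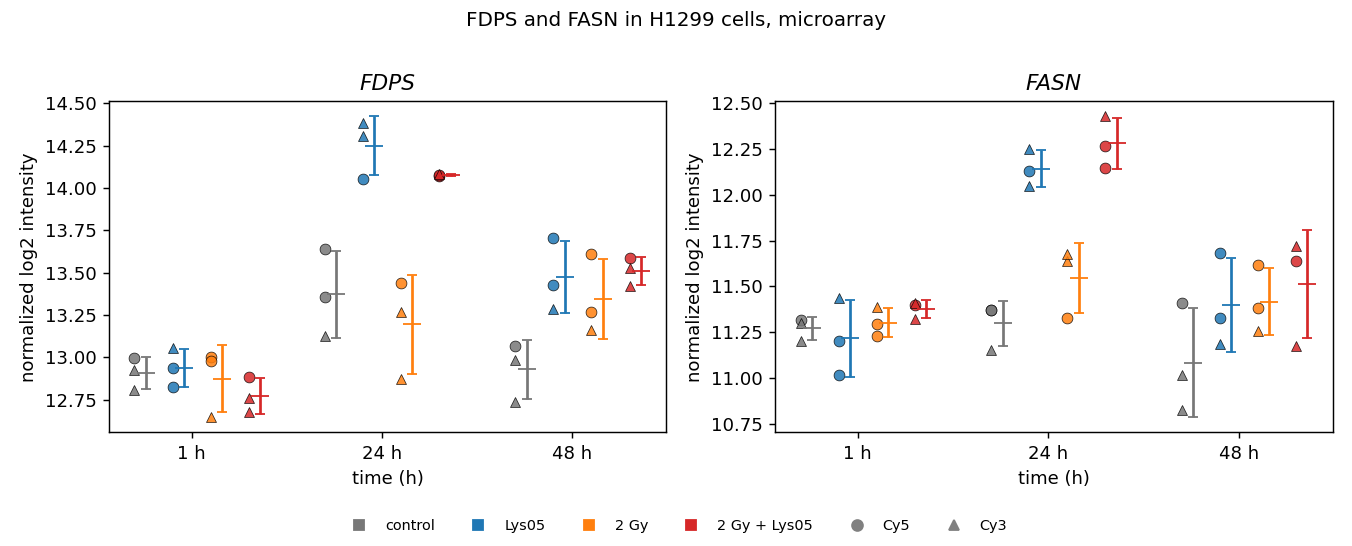
Normalized log2 intensity of FDPS and FASN (y axes) against time in h (x axes) in control cells, cells treated with Lys05, cells irradiated by 2 Gy and cells given both. Circles are Cy5 samples and triangles Cy3 samples, and beside them stand the mean and SD of the 3 samples; at 24 h the fitted change of FDPS with Lys05 was 0.915 without irradiation and 0.845 after 2 Gy.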

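SQSTM1 (probe A_23_P81399) had a normalized log2 intensity of 11.85 ± 0.094 (SD, n = 3) in control cells at 24 h, 12.4 ± 0.22 with Lys05, 11.52 ± 0.78 after 2 Gy and 12.79 ± 0.22 after 2 Gy with Lys05. At 48 h these means were 11.77 ± 0.11, 12.79 ± 0.39, 11.59 ± 0.32 and 12.05 ± 0.35 in the same order, and at 1 h 12.54 ± 0.15, 12.45 ± 0.46, 12.22 ± 0.089 and 12.4 ± 0.22. The fitted log2 change with Lys05 in non-irradiated cells was -0.04 at 1 h, 0.51 at 24 h and 1.07 at 48 h (adjusted p = 0.962, 1 and 0.25 from limma). In irradiated cells it was 0.14, 1.32 and 0.42 (adjusted p = 1, 0.12 and 1). All 3 samples with Lys05 lay above all 3 of their controls at 24 h, with and without irradiation, and at 48 h without irradiation, an arrangement that 3 samples against 3 give by chance in 10% of cases (exact permutation test, two-sided p = 0.1, the smallest this design allows). At 48 h after 2 Gy they overlapped (exact p = 0.3). Averaged over irradiated and non-irradiated cells, the change was 0.05 at 1 h, 0.91 at 24 h and 0.74 at 48 h (adjusted p = 0.94, 0.0381 and 0.325), and the exact permutation test within irradiation groups gave p = 0.74, 0.005 and 0.015, where 0.005 is the smallest that its 400 arrangements allow. Adjusted over the list alone, that is over SQSTM1 and BNIP3, the averaged change passed at 24 h (adjusted p = 4.89e-05) and at 48 h (adjusted p = 0.000773), which is not independent evidence because the paper chose both genes on these arrays. The sample 2 Gy 24 h replicate 1 lay at 10.63 and the other 2 of its group at 12.105 and 11.82. Without it, the averaged change at 24 h was 0.68 (adjusted p = 0.26), and the change in irradiated cells fell from 1.32 to 0.86. Without 2 Gy 24 h replicate 2, the latter was 1.70 and passed the threshold (adjusted p = 0.00223). The averaged call at 24 h was lost in 10 of the 12 fits that left out 1 sample, with adjusted p up to 0.26, and kept without 2 Gy 24 h replicate 2 or 2 Gy 24 h replicate 3. Cells given 2 Gy with Lys05 differed from untreated control cells by -0.135 at 1 h, 0.945 at 24 h and 0.28 at 48 h (adjusted p = 0.815, 0.274 and 0.538). For 2 Gy alone the changes were -0.27, -0.38 and -0.14, and limma called none of them.
BNIP3 (probe A_33_P3419785) stood at 11.13 ± 0.30 (SD, n = 3) in control cells at 24 h, 10.95 ± 0.25 with Lys05, 11.34 ± 0.096 after 2 Gy and 10.99 ± 0.23 after both. At 48 h the corresponding means were 10.59 ± 0.23, 10.69 ± 0.10, 10.53 ± 0.15 and 10.35 ± 0.077. With Lys05 the fitted change in non-irradiated cells was 0.21 at 1 h, -0.12 at 24 h and 0.04 at 48 h (adjusted p = 0.53, 1 and 0.928). In irradiated cells it was -0.03, -0.42 and -0.12 (adjusted p = 1, 0.927 and 1). The change of -0.42 at 24 h parted the samples of both groups (exact permutation test, two-sided p = 0.1) and passed the threshold without 2 Gy 24 h replicate 2 (-0.54, adjusted p = 0.0324). The direction in non-irradiated cells rested on a single control, since it was 0.02 at 24 h without control 24 h replicate 3 and -0.02 at 48 h without control 48 h replicate 3. Averaged over irradiated and non-irradiated cells, the change was -0.27 at 24 h and -0.04 at 48 h (adjusted p = 0.804 and 1; exact permutation p = 0.075 and 0.66). Adjusted over the list alone, the averaged change at 24 h passed (adjusted p = 0.00335 from limma), which is again not independent evidence. Cells given both treatments differed from untreated control cells by -0.14 at 24 h and -0.25 at 48 h (adjusted p = 0.874 and 0.191). From the screen, the paper went on to examine SQSTM1 and BNIP3 by qRT-PCR, and it states that both genes are known to be associated with autophagy.

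**Figure D2:**
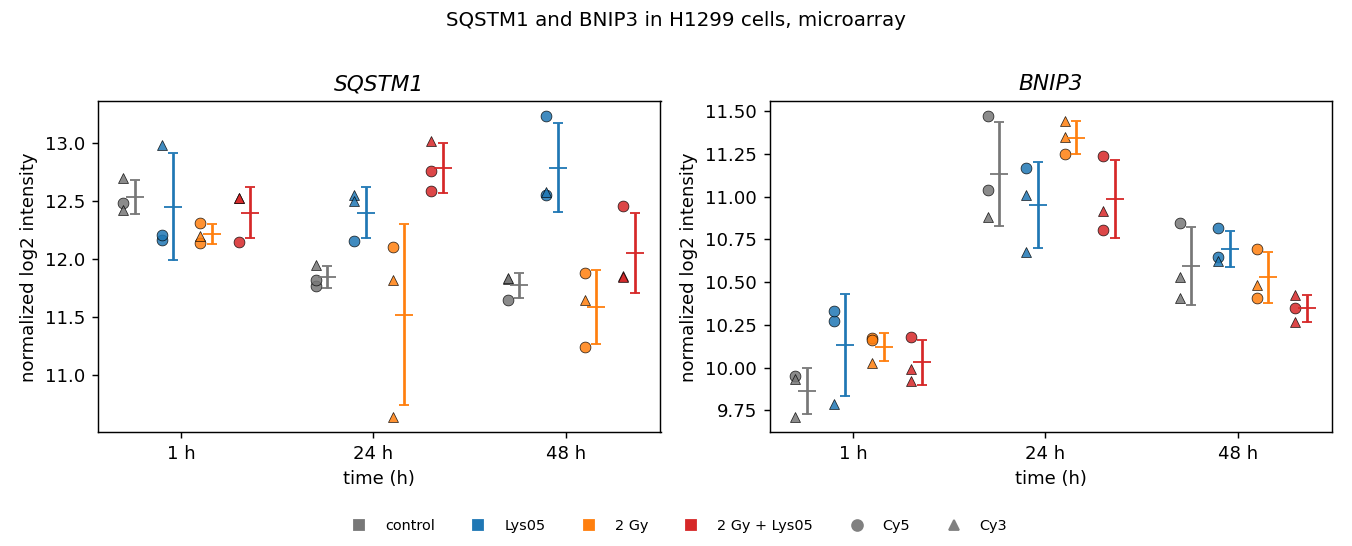
Normalized log2 intensity of SQSTM1 and BNIP3 (y axes) against time in h (x axes) in control cells, cells treated with Lys05, cells irradiated by 2 Gy and cells given both. Circles are Cy5 samples and triangles Cy3 samples, and beside them stand the mean and SD of the 3 samples; one 2 Gy sample of SQSTM1 at 24 h lies at 10.63, apart from the other 2 of its group.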

Administration of Lys05 and/or irradiation (2 Gy) led to a significant increase in *SQSTM1* expression and decrease in *BNIP3* expression in the groups of cells treated either by Lys05 alone or by its combination with IR both after 24 and 48 h (Figure 3B).

### 2.5. Lys05 Induces the Early-Stage Autophagy but Subsequently Leads to Its Inhibition Resulting in Lysosome Accumulation

To further study the impact of autophagy inhibitors and IR on lysosomes, we used fluorescence microscopy focused on lysosome visualization and flow cytometry for quantification of changes in their fluorescence intensity. In both cases, we used a fluorescence dye Lysosensor Green DND-189 (LSG). LSG is a weak base that accumulates in acidic organelles. It can be used to measure the pH of acidic organelles—such as lysosomes—as it becomes more fluorescent in acidic environments.

We studied H1299 cells both one and 48 h after irradiation (2 Gy) pre-treated by Lys05 (2 µM) and Baf (15 nM) one hour prior to IR. Baf was selected as a control in this method because of its mechanism of action similar to Lys05—blockade of autophagosome-lysosome fusion. We presumed that using Baf as a control would enable comparison of the characteristics and intensity of the inhibition (rate of the autophagosome or lysosome accumulation). One hour after irradiation, we did not observe any changes in fluorescence intensity, cell shape, or lysosome number. However, 48 h after irradiation, we observed the increased granularity of cells followed by the increased fluorescence intensity and changes in cell size—cell enlargement, which could be caused by the accumulation of lysosomes. Similar results were obtained by experiments with Baf (Figure 4A,B).

In order to quantify changes in fluorescence intensity, we performed flow cytometry determination with the same treatment scheme as used for fluorescence microscopy. Since no changes in fluorescence intensity were observed in the group visualized one hour after irradiation, we quantified the fluorescence intensity 48 h after irradiation only. The results from flow cytometry correlate with those from fluorescence microscopy, demonstrating a significant increase in fluorescence intensity in the cells treated both with Lys05 and Baf (Figure 4C). We speculate that such a substantial increase in fluorescence intensity might be the result of two subsequent events: (i) Activation of autophagy by the inhibitor in the early stage, and (ii) actual inhibition of autophagy due to blockade of autophagosome-lysosome fusion in the late stage of the autophagic process.

### 2.6. Lys05 Potentiates Autophagy Inhibition in H1299 Cells via Accumulation of Autophagosomes

Consistently with fluorescence microscopy and flow cytometry, transmission electron microscopy (TEM) was used for ultrastructural visualization. Autophagy suppression induced by the inhibitor in the late stage of the autophagic process resulted in autophagy vacuole accumulation. Autophagy was inhibited in cells treated by Lys05 alone, which is evidenced by the increased number of autophagic vesicles. The cells irradiated by a dose of 2 Gy also showed a higher number of vesicles in comparison to the control group. Importantly, the combination of Lys05 and IR resulted in a substantial increase in the number of autophagic vacuoles in H1299 cells, indicating the efficient inhibition of autophagy (Figure 5).

In order to validate our data, we compared the effect of Lys05 with Baf treatment. Similarly to fluorescence microscopy, we aimed to compare the nature of autophagosome–lysosome blockade, therefore we selected an inhibitor with a similar mechanism of action as Lys05. Initially, we found out that several control group cells contained structures resembling autophagosomes. They lacked some characteristic features—they were not double-membraned. On the other hand, Baf-treated cells contained medium-sized autophagosomes in their cytoplasm as well as irradiated-only cells. Similarly to Lys05, the combination of the inhibitor and IR led to the intensive formation of autophagosomes, as the majority of the cells contained more autophagosomes than after IR- or Baf-treatment only (Figure 6).

## 3. Discussion

The majority of patients with NSCLC are treated by RT. Autophagy is believed to be a radioprotective mechanism in cancer cells. Thus, its inhibition may render cells more vulnerable, thereby increasing the efficiency of RT. We employed radioresistant human non-small cell lung carcinoma cells (H1299, p53-negative) in order to examine their response to IR and combined treatment with the specific autophagy inhibitor Lys05.

Autophagy inhibitors have been addressed in a plethora of studies with the aim of the radiosensitization of cancer cells. For example, CQ derivatives are commonly-used inhibitors of autophagy which are already approved for clinical trials focusing on cancer therapy [17]. Regarding these studies, Toulany et al. [18], as well as Karagounis et al. [19], reported the radiosensitizing effect of CQ on lung cancer cells as a result of autophagy blockade. Even though both CQ and HCQ can effectively inhibit autophagy, the doses necessary for the appropriate effect in vitro are not consistently achievable in patients, and there is an identified need for new inhibitors with better physicochemical and pharmacokinetic properties. The autophagy inhibitor Lys05, a derivative of CQ, was described by Amaravadi et al. in 2012 [20]. Lys05 can accumulate inside the lysosomes more potently than HCQ and is, therefore, a promising newly-developed autophagy inhibitor.

To study the radiosensitizing effect of Lys05, we applied real-time monitoring of H1299 cell proliferation by which we detected a concentration-dependent decrease in cell proliferation. According to our data, we argue that such treatment might contribute to suppressed autophagy that serves as a promoter of carcinogenesis in advanced tumors, providing nutrients for higher metabolic requirements [4,21]. Moreover, a drop in cell proliferation after combined treatment by IR suggests that pre-incubation with Lys05 leads to the radiosensitization of H1299 cells.

In regards to molecular mechanisms of Lys05 action, we examined the level of the key regulatory proteins of the autophagic process as well as gene expression of related genes: *SQSTM1* and *BNIP3*. Since protein p62/SQSTM1 accumulates inside the cells when autophagy is suppressed, and it is degraded during the autophagic process, it was established as a marker of autophagy [15]. It has been generally accepted that IR induces autophagy in radioresistant H1299 cells [22] and in several other cell lines [23]. In this respect, we observed the rather unchanged levels of protein p62/SQSTM1 and its coding gene *SQSTM1* in solely-irradiated H1299 cells after 48 h. On the other side, we found an elevated level of p62/SQSTM1 together with increased gene expression of *SQSTM1* 48 h after IR combined with pre-treatment by Lys05. These findings are consistent with the study of Koukourakis et al., who similarly described an unchanged level of p62/SQSTM1 in the solely-irradiated and elevated level of p62/SQSTM1 in Baf-pre-treated radioresistant PC3 prostate cancer cells [21].

Furthermore, in ongoing autophagy, BNIP3 interacts with LC3 to recycle endoplasmic reticulum and mitochondria. When inactive BNIP3 is activated, LC3 binds to the LC3-interacting region motif on BNIP3 and facilitates the formation of an autophagosome [24]. Since activation of BNIP3 is a pro-autophagic mechanism [16], downregulation of the expression of its coding gene *BNIP3* may indicate the inhibition of autophagy [25]. Besides, LC3 is cleaved to LC3-I (cytosolic form) and LC3-II (membrane-associated form) during autophagy. Thus, detectable LC3 cleavage is generally considered as a marker of ongoing autophagic flux. Physiologically, LC3-II is in later stages of autophagy degraded by lysosomal hydrolases along with intra-autophagosomal content resulting in complete LC3 disappearance [14,26]. However, using of specific autophagy inhibitors, e.g., Baf [6,27], might lead to a late-stage increase in LC3-II, consistent with our data, that suggests either the enhanced autophagosome synthesis or reduced autophagosome recycling [28,29].

Moreover, in terms of autophagy inhibition, interpreting p62/SQSTM1 level or LC3II/I ratio separately is discouraged in favor of the conclusions provided by their mutual interpretation. In this respect, Mizushima and Yoshimori demonstrated that increased levels of p62/SQSTM1 together with elevated LC3II/I ratio indicate rather the inhibition of autophagic process than its activation [14]. On this basis, we came to an assumption of the late-stage autophagy inhibition because of the blockade of autophagosome-lysosome fusion.

Apparently, there are two traceable hallmarks that accompany the late-stage autophagy inhibition: (i) accumulation of autophagosomes and (ii) associated accumulation of lysosomes. According to our TEM data, increased accumulation of autophagic vacuoles was observed both in the Baf- and Lys05-treated cells. Importantly, the cells treated by a combination of Lys05 with IR exhibited substantial accumulation of autophagic vacuoles. This is consistent with the study by Makowska et al. who observed elevated levels of autophagosomes after co-treatment of nasopharyngeal carcinoma by CQ and IR [30].

Using fluorescence microscopy, we detected a significant increase in LSG fluorescence intensity (in parallel quantified by flow cytometry) in cells treated by either IR alone or in combination with the inhibitors of autophagy. We assume that such an increase might be the result of lysosome accumulation caused by the blockade of autophagosome–lysosome fusion. These results are in correlation with studies by Lu et al. [31] and Chikte et al. [32], who used CQ as an autophagy inhibitor. In both studies, the time- and dose-dependent increase in fluorescence intensity was observed. According to Lu et al. an increase in LSG staining intensity could be attributed to the elevated lysosome volume [31]. Similarly, Chikte et al. speculated that CQ induced the autophagic process in early stages but consequently, as the process progressed, it inhibited the autophagosome–lysosome fusion resulting in an incomplete autophagic flux [32].

Lys05 seems to be a promising autophagy inhibitor. Several studies engaging with its effects on tumor cells have been published lately. For example, Gade et al. used Lys05 for the treatment of rat hepatocellular carcinoma in association with transarterial embolization [33]. Ndoye et al. studied the link between the Wnt5A pathway and autophagy in melanoma cells [34]. DeVorkin et al. examined hypoxia-induced autophagy inhibition using Lys05 in combination with sunitinib in clear cell ovarian carcinoma demonstrating the remarkable chemosensitizing effect of the autophagy inhibitor—Lys05 [35].

## 4. Materials and Methods

### 4.1. Cell Cultures and Cultivation

Non-small cell lung carcinoma cells (H1299) were obtained from the American Type Culture Collections (Manassas, VA, USA). The cells were cultured at 37 °C in a humidified incubator under a controlled 5% CO_2_ atmosphere and maintained in RPMI medium 1640 (Gibco, Paisley, UK) supplemented with 10% fetal bovine serum, 150 UI/mL penicillin, and 50 mg/mL streptomycin (all from Sigma-Aldrich, St. Louis, MO, USA). The culture was divided twice per week by dilution to a concentration of 2 × 10^5^ cells/10 mL. The cell line in the maximal range of up to 15 passages was used for this study.

### 4.2. Cell Treatment

The cells were treated by autophagy inhibitors Lys05 (a kind gift from Dr. Amaravadi, Pennsylvania University, Philadelphia, PA, USA) and Spautin-1 (Calbiochem, San Diego, CA, USA) in various concentrations of 2, 5, and 10 μM and Baf in 15 nM concentration. Inhibitors were added to the cells 1 h prior to irradiation. The cells in either flask, tube, or 6-well plate, were irradiated using a ^60^Co gamma-ray source with a dose rate of 0.44 Gy/min. After irradiation, the cells were transferred back into an incubator and cultivated further for the prescribed time according to the particular experiment.

### 4.3. Cell Growth Real-Time Monitoring

The xCELLigence system was used according to the manufacturer’s instructions (ACEA Biosciences, Inc.; San Diego, CA, USA). First, 50 µL of a growth medium was added to each well, and the background impedance was measured. One hundred microliter of cell suspension (a total number of 3 × 10^3^ per well) were then added, and the plate was left at room temperature for 30 min to allow the cells to attach homogeneously. The cells were treated by either IR or inhibitor alone, or by their combination. Various concentrations of both Spautin-1 and Lys05 (2, 5, and 10 μM) were added into the cell culture 1 h prior to irradiation (2, 4, and 8 Gy). The cell proliferation was measured and recorded continuously every 30 min for 5 days. Statistical analysis was performed by an independent two-sample t-test with unequal variances and a critical *p*-value equal to 0.05.

### 4.4. Clonogenic Assay

The cells were trypsinized, re-plated in 6-well plates, treated by Lys05 (2 µM) 1 h prior to irradiation (2, 4, 6, and 8 Gy) and then left to form colonies. After a 10-day incubation period (37 °C, 5% CO_2_), colonies were stained using 1% crystal violet in methanol and counted by eye with a cut-off of 50 viable cells.

### 4.5. The Combination Index and a Time-Dependent Combined Toxicity Level Calculations

The real-time monitoring data were used to calculate both the CI and a time-dependent combined toxicity level. Median-effect computer software CompuSyn for Windows (ComboSyn, Inc., available here: http://www.combosyn.com) set up by Dr. Dorothy Chou was used to generate the combination index values. The extent of synergy/antagonism was evaluated according to the CI value description published by Hernandez et al. where CI values under the 0.9 indicate synergism, CI values between 0.9 and 1.2 indicate additive effect, and CI values higher than 1.2 indicate antagonism (full CI value description table available here: [13]).

A time-dependent combined toxicity levels were calculated based on these equations:

(1) $$T_{L+IR}=\frac{\left(T_{L}+T_{IR}\right)}{2*T_{Ctrl}}$$

(2) $$T_{LIR}=\frac{\left(T_{LIR\_comb}\right)}{T_{Ctrl}}$$

(3) $$T_{S+IR}=\frac{\left(T_{S}+T_{IR}\right)}{2*T_{Ctrl}}$$

(4) $$T_{SIR}=\frac{\left(T_{SIR\_comb}\right)}{T_{Ctrl}}$$

where T, in general, represents the antiproliferative/toxic effects of Lys05, Spautin-1, IR, or their combination. Following, T_L+IR_ represents the antiproliferative/toxic effect of the sum of Lys05 and IR when acting as single agents, T_LIR_ represents the antiproliferative/toxic effect of the combination of Lys05 and IR, T_S+IR_ represents the antiproliferative/toxic effect of the sum of Spautin-1 and IR when acting as single agents, and T_SIR_ represents the antiproliferative/toxic effect of the combination of Spautin-1 and IR.

### 4.6. Western Blot

The cells were harvested at different time intervals, and proteins were extracted using lysis buffer (137 mM NaCl; 10% glycerol; 1% n-octyl-β-glucopyranoside; 50 mM NaF; 20 mM Tris, pH 8; 1 mM Na_3_VO_4_) supplemented by cocktail protease inhibitor (Complete Mini, Roche, Basel, CHN). Equivalent amounts of samples (30 μg) were mixed with sample loading buffer and heated at 95 °C for 5 min. Proteins were separated on 10% gel by SDS-PAGE (200 V, 40 min) and subsequently transferred onto a PVDF membrane (100 V, 120 min). The membrane was blocked using 5% non-fat dry milk in TBST at room temperature (RT) for 1 h. After blocking, primary antibodies (p62/SQSTM1 Antibody 1:1000; LC3B Antibody 1:1000; p-PRAS40 (Thr246) Antibody 1:1000; Cell Signaling Technology, Danvers, MA, USA) were added and incubated overnight on a shaker at 4 °C. Afterward, the membrane was rinsed with TBST (3 × 10 min) and incubated with peroxidase-labeled secondary antibody (Dako, Glostrup, DEN) at RT for 1 h. The membrane was developed using ECL reagent (BM Chemiluminescence—POD, Roche, Manheim, GER). Representative blots from three independent experiments are shown.

### 4.7. Real-Time Quantitative Reverse Transcription PCR

The cells were lysed using the RLT buffer (QIAGEN, Hilden, Germany) with the addition of 1% β-mercaptoethanol 1, 24, and 48 h after irradiation. Then, RNA was isolated from the lysates using the RNeasy lipid tissue mini kit (QIAGEN) and QIAcube (QIAGEN) according to the manufacturer’s instructions. The quality and concentration of eluted RNA was assessed spectrophotometrically on NanoDrop One Microvolume UV-Vis Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Two-step qRT-PCR was used to analyze the changes in gene expression. In the first step, RNA (1 µg) in a concentration of 100 ng/µL was transcribed into cDNA using the high capacity cDNA reverse transcription kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. In the second step, each qRT-PCR reaction was prepared according to the manufacturer’s instructions in duplicate containing TaqMan fast advanced master mix (Life Technologies, Thermo Fisher Scientific), *TBP* (Hs00427620_m1), *SQSTM1* (Hs00177654_m1), *BNIP3* (Hs00969291_m1) probes and 10 ng (1 ng/µL) of cDNA template. The qRT-PCR analyses were performed using the fast-cycling profile of StepOnePlus real-time PCR system and StepOnePlus Software (Life Technologies, Thermo Fisher Scientific). Obtained data were analyzed by the Livak method [36] using *TBP* as a reference gene. Statistical analysis was performed by an independent two-sample t-test with unequal variances and a critical *p*-value equal to 0.05.

### 4.8. Transmission Electron Microscopy

The cells were harvested 45 h after irradiation. Then, 3% glutaraldehyde (in 0.1 M cacodylate buffer, pH 7.2; Sigma) was used for cell fixation and the cells were fixed for 5 min at 37 °C and then for 3 h at room temperature. Subsequently, the cells were washed in cacodylate buffer (0.1 M, pH 7.2) and post-fixed in 1% OsO_4_ (in 0.1 M cacodylate buffer, pH 7.2; Sigma) for 1 h at room temperature. After the rinsing procedure, the cells were dehydrated in graded alcohols (50%, 75%, 96%, and 100%), clarified in propylene oxide and embedded in a mixture of Epon 812 and Durcupan (Sigma; polymerization for 3 days at 60 °C). Toluidine blue was used to stain the semithin sections. Ultrathin sections were cut on Ultrotome Nova (LKB, Sweden). These sections were then collected onto formvar carbon-coated copper grids, counterstained with uranyl acetate and lead citrate and examined under JEOL JEM-1400Plus transmission electron microscope (at 120 kV JEOL, Japan). The images were taken with the integrated 8Mpix CCD camera and processed further using software TEM Center (Ver. 1.7.3.1537, JEOL, Japan).

### 4.9. Fluorescence Microscopy

One and 48 h after irradiation, the cultivation medium was replaced by 1 µM LysoSensor Green DND-189 in a fresh medium, and the cells were then incubated for an additional 30 min. After incubation, the cells were washed twice with PBS and examined immediately under the Olympus BX51 microscope (Olympus, Tokyo, Japan) with a green excitation fluorescence filter. The images were captured by the integrated Olympus DP73 camera (Olympus, Tokyo, Japan) and processed using microscope imaging software cellSens (Entry, Olympus, Tokyo, Japan).

### 4.10. Flow Cytometry

One and 48 h after irradiation, the cultivation medium was replaced by 1 µM LysoSensor Green DND-189 in a fresh medium, and the cells were then incubated for an additional 30 min. After incubation, the cells were washed twice with PBS and scraped off with a scraper. The cells were analyzed immediately using CyAn ADP Flow Cytometer (Beckman Coulter, Inc., Brea, CA, USA) and the obtained data were then processed by the flow cytometry analysis software Summit 4.2 (Beckman Coulter, Inc., Brea, CA, USA). Statistical analysis was performed by an independent two-sample t-test with unequal variances and critical *p*-values equal to 0.05 and 0.01, respectively.

## 5. Conclusions

Taken together, co-treatment of H1299 cells by Lys05 and IR caused significant autophagy inhibition compared to the control and the solely-irradiated group. According to our data, autophagy is blocked by Lys05 in the later stage of the autophagic process, autophagosome–lysosome fusion.

Concerning autophagy, the current literature is conflicting. As Karagounis et al. concluded that the impact of IR on autophagy is complex and varies not only with cell type and radiation dose but is influenced by many other factors [19]. Although some groups reported IR-induced autophagy, others including us observed autophagy that was inhibited (possibly because of different experimental setup). Obviously, general conclusions and implications for therapy are limited. A crucial question is whether it is more beneficial to support autophagy inhibition or induction in order to diminish most of the cancer cells.

While several papers already covered the chemo-sensitizing effect of Lys05, more has to be learned about its application together with IR. Overall, this study contributes to the limited knowledge about novel autophagy inhibitor—Lys05—presenting the first study so far dedicated to combination with radiation. Our data indicate that the autophagy inhibitors can be used as an effective tool for the radiosensitization of H1299 cells, and it is tempting to conclude that it might provide a promising approach for lung cancer therapeutic strategy.

## Figures and Tables

**Figure 1:**
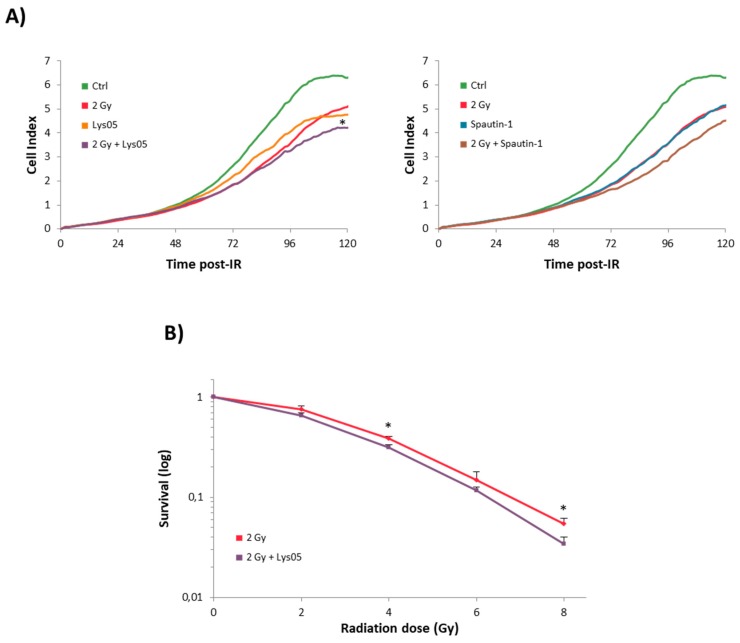
Autophagy inhibitors caused a decline in H1299 cell proliferation. The H1299 cells were treated either by ionizing radiation (IR) or inhibitor alone or by their combination. Lys05 or Spautin-1 in 2 µM concentration was added to the cells one hour prior to irradiation (2, 4, 6, and 8 Gy). (**A**) Cell proliferation was measured by the xCELLigence system and recorded every 30 min for six days. * Significant difference compared to control (*p*-value ≤ 0.05) as a result of one experiment performed in triplicate. (**B**) Clonogenic assay displays average values ± SD from three independent experiments in triplicates counted by eye after the 10-day incubation period. * Significant difference compared to solely irradiated group (*p*-value ≤ 0.05).

**Figure 2:**
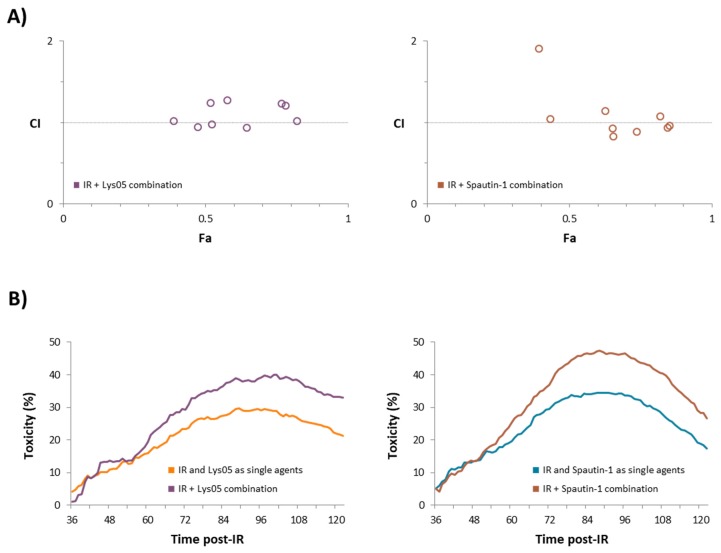
The combination of inhibitors with irradiation shows an additive effect. Data for these computations were derived from real-time monitoring of cell characteristics measured by the xCELLigence system. (**A**) Combination index was calculated based on the Chou–Talalay method using the CompuSyn software. The relevant Fa-CI plots are shown according to the data available in Table 1. Fa = fraction affected/toxicity and CI = combination index. (**B**) The time-dependent combined toxicity level was calculated based on the real-time monitoring data with a selected concentration of 2 µM for each inhibitor and a radiation dose of 2 Gy. The time-dependent combined toxicity level shows the ratio of the sum of anti-proliferative effects of each inhibitor and IR as single agents relative to the control compared with the ratio of the combination of inhibitor and IR relative to the control. The combined toxicity values were plotted versus time in hours.

**Figure 3:**
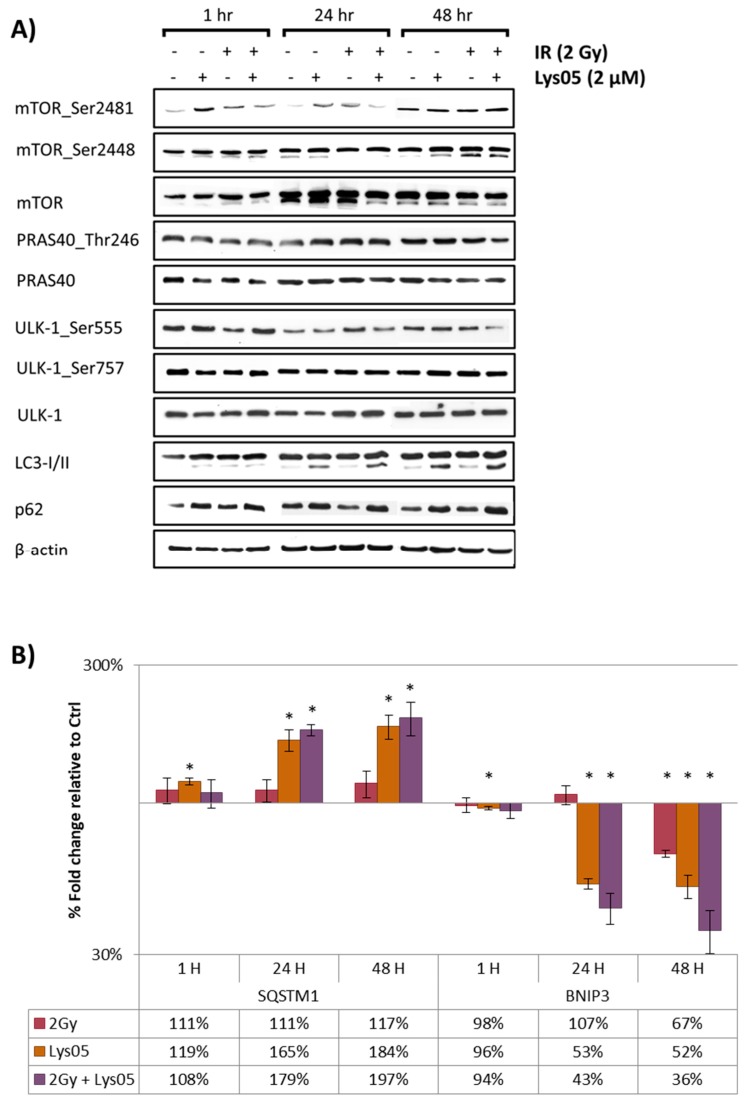
Administration of Lys05 blocks autophagosome-lysosome fusion. The H1299 cells were treated either by IR or the inhibitor alone or by their combination. Lys05 in 2 µM concentration was added to the cells one hour prior to irradiation (2 Gy). Data were analyzed one, 24, and 48 h after irradiation. (**A**) Western blot analysis of phosphorylated and non-phosphorylated proteins following treatment by IR and Lys05. Full-length blots are presented in Supplementary Figure S2. (**B**) qRT-PCR analysis of the expression of genes *SQSTM1* and *BNIP3*. Data represent the mean of the percentage fold change (±SD) relative to control based on three independent experiments performed in duplicate. * Significant difference compared to control (*p*-value ≤ 0.05).

**Figure 4:**
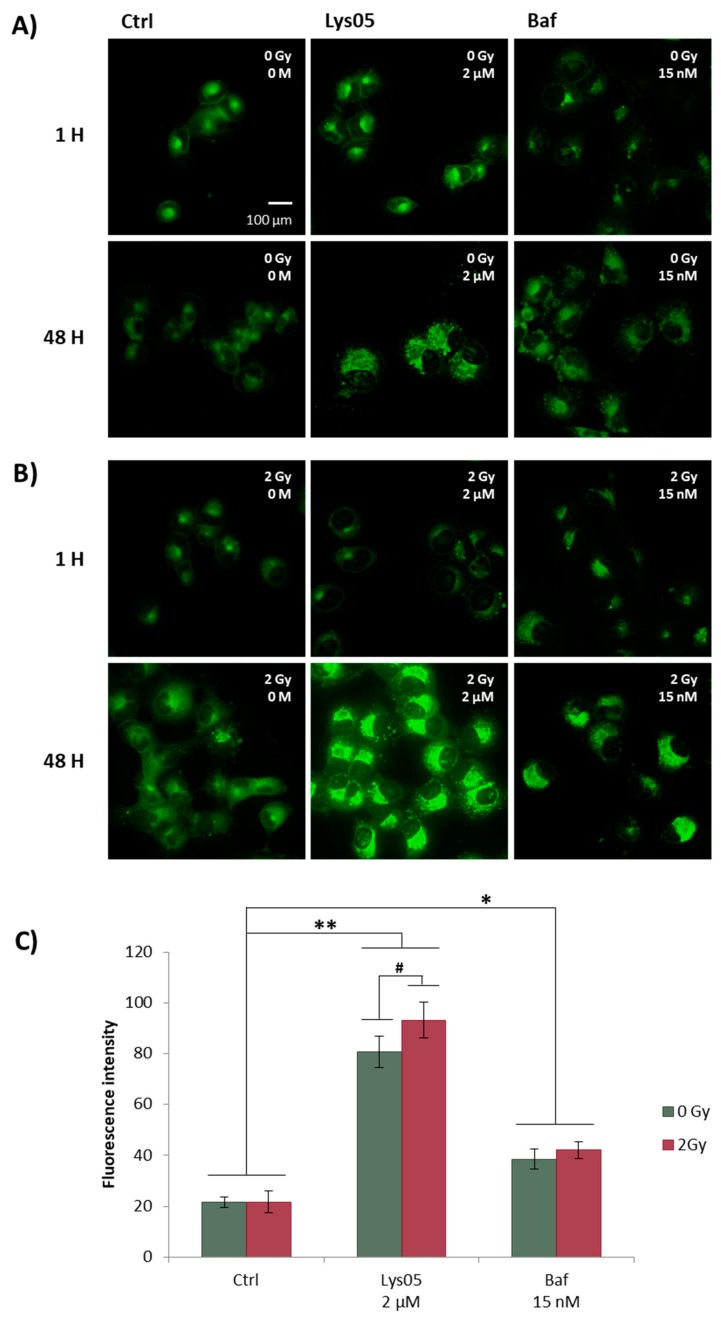
Administration of Lys05 leads to the accumulation of lysosomes. The H1299 cells were treated either by IR or the inhibitor alone or by their combination. Lys05 in 2 µM and Baf in 15 nM concentrations were added to the cells one hour prior to irradiation (2 Gy). For the sake of visualization, the cells were stained with the green dye—LysoSensor Green DND-189. (**A**) Non-irradiated H1299 cells were imaged by fluorescence microscopy at intervals of one and 48 h after the treatment. (**B**) Irradiated H1299 cells were imaged by fluorescence microscopy at intervals of one and 48 h after irradiation. (**C**) The intensity of fluorescence was measured by flow cytometry 48 h after irradiation only. The intensity plot displays average values ±SD from one experiment performed in triplicate * Significant difference compared to control (*p*-value ≤ 0.05). ** Significant difference compared to control (*p*-value ≤ 0.01). # Significant difference compared to non-irradiated group (*p*-value ≤ 0.05).

**Figure 5:**
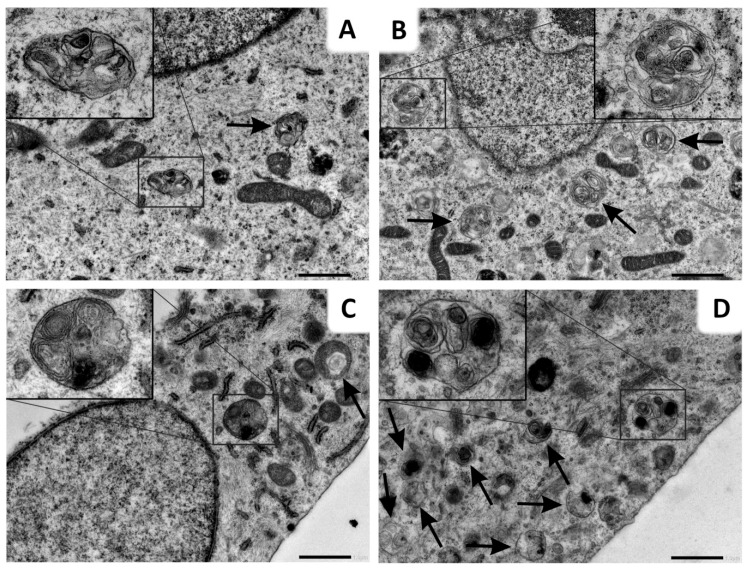
Administration of Lys05 leads to the accumulation of autophagosomes. (**A**) Some of the control group cells contained autophagosomes in their cytoplasm. In comparison with cells of other experimental groups, autophagosomes of the control cells were apparently smaller and less numerous. (**B**) Lys05-treated cells (2 µM) contained medium-sized and frequent autophagosomes. (**C**) In irradiated cells (2 Gy), large autophagosomes were often observed in their cytoplasm. (**D**) All irradiated and Lys05-treated cells (2 Gy + 2 µM) contained numerous autophagosomes of various sizes in their cytoplasm. Black arrows indicate autophagosomes. Scale bar (**A**–**D**) 1 µm (mag. 8000×); insert mag. (**A**) 19700×, (**B**) 17000×, (**C**,**D**) 17600×.

**Figure 6:**
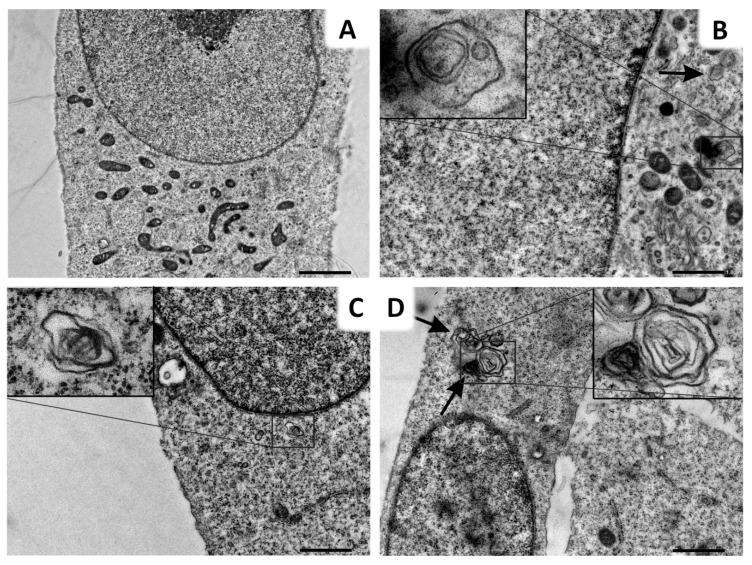
Administration of Baf leads to the accumulation of autophagosomes. (**A**) Several control group cells contained structures resembling autophagosomes, but they lacked some characteristic features—they were not double-membraned. (**B**) Baf-treated cells (15 nM) contained medium-sized autophagosomes (arrow). (**C**) In solely irradiated cells (2 Gy) autophagosomes were formed as well. (**D**) Almost all irradiated and Baf treated cells (2 Gy + 15 nM) contained numerous autophagosomes (arrows) in their cytoplasm. Scale bar (**A**) 2 µm (mag. 4 000×); (**B**–**D**) 1 µm (mag. 8000×); insert mag. (**B**) 32000×, (**C**) 31600× and (**D**) 21000×.

**Table 1:** Combination index values for the combination of autophagy inhibitors Lys05 and Spautin-1 with IR. Data are of values from Figure 2. Fa = Fraction affected/cytotoxicity and CI = combination index.

IR Dose [Gy]	Dose of Lys05 [µM]	Fa	CI	IR Dose [Gy]	Dose of Spautin-1 [µM]	Fa	CI
2	2	0.39	1.02	2	2	0.43	1.04
2	5	0.47	0.94	2	5	0.39	1.91
2	10	0.52	0.97	2	10	0.65	0.83
4	2	0.52	1.23	4	2	0.65	0.92
4	5	0.65	0.93	4	5	0.63	1.14
4	10	0.58	1.27	4	10	0.74	0.89
8	2	0.77	1.23	8	2	0.85	0.93
8	5	0.82	1.02	8	5	0.82	1.07
8	10	0.78	1.20	8	10	0.85	0.96

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/23/5881/s1.

## Abbreviations

Baf	Bafilomycin A1
BNIP3	Bcl2 interacting protein 3
CI	Combination Index
CQ	Chloroquine
H1299	Non-small cell lung carcinoma cell line
HCQ	Hydroxychloroquine
IR	Ionizing radiation
LC3	Microtubule-associated protein 1A/1B light chain 3
LSG	Lysosensor Green DND-189
Lys05	Coding name for an autophagy inhibitor
mTOR	Mammalian target of rapamycin
NSCLC	Non-small cell lung carcinoma
p53	Cellular tumor antigen 53
p62	Ubiquitin-binding protein p62
PRAS40	Proline-rich Akt substrate of 40 kDa
RT	Radiation therapy
SQSTM1	Sequestosome-1
TEM	Transmission electron microscopy
ULK-1	Unc-51 like autophagy activating kinase 1

# Supplementary material for: A Potent Autophagy Inhibitor (Lys05) Enhances the Impact of Ionizing Radiation on Human Lung Cancer Cells H1299
**Source:** Int J Mol Sci. 2019 Nov 23;20(23):5881. doi: 10.3390/ijms20235881
**Supplement:** Supplementary file 1

**Figure S1. Autophagy inhibitors caused decline in H1299 proliferation - full interpretation of the real-time monitoring data**

Continual cell proliferation monitoring by xCELLigence system was used in order to evaluate an effect of autophagy inhibitors and IR on H1299 cells. The cells were treated either by autophagy inhibitors Lys05 or Spautin-1 alone or by IR alone or by a combination of inhibitor and IR. Both inhibitors in final concentrations of 2, 5, and 10  $\mu\text{M}$  were added to the cells 1 hour prior to irradiation (2, 4, and 8 Gy). Cell proliferation index was measured by xCELLigence system each 30 minutes for 5 days.

Creation of names in the chart legend:

X(first letter of the inhibitor name)-Y(concentration of the inhibitor) + Z(irradiation dose)

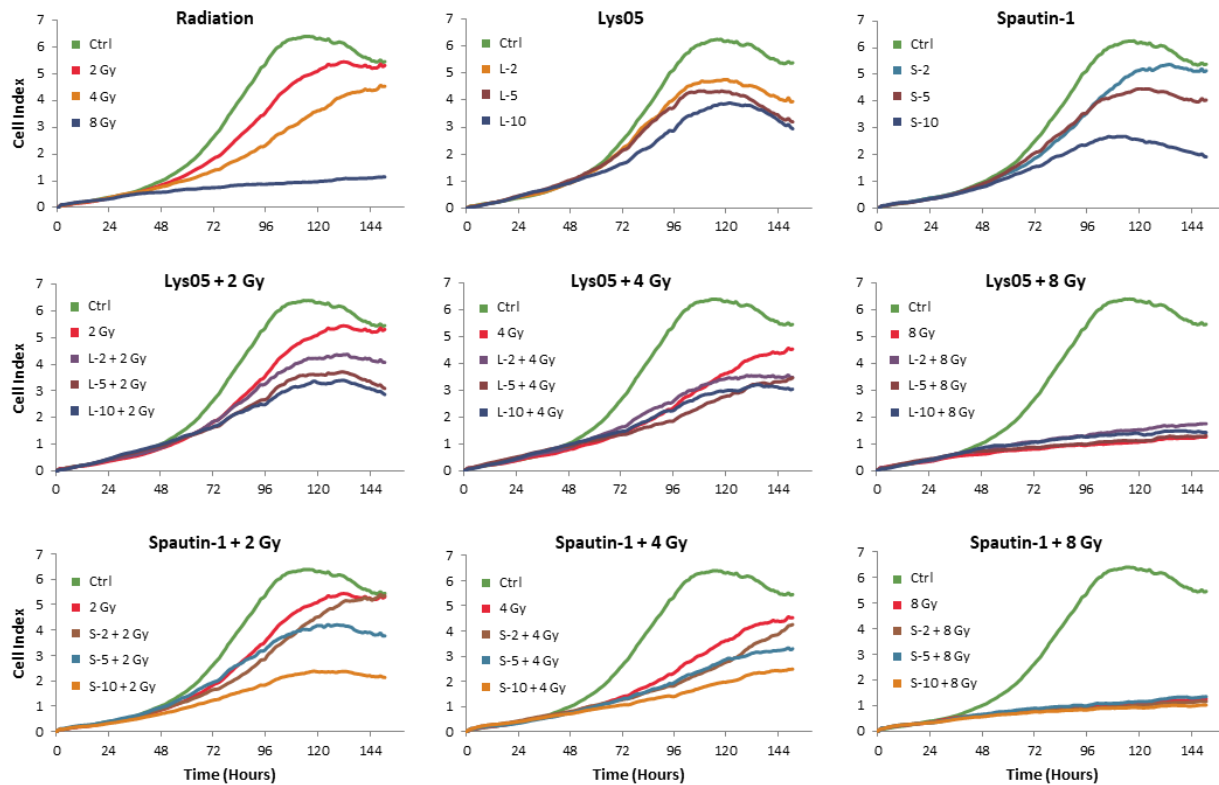

**Figure S2. Administration of Lys05 blocked autophagosome degradation**

The original unmodified scans of Western Blot analysis are shown.

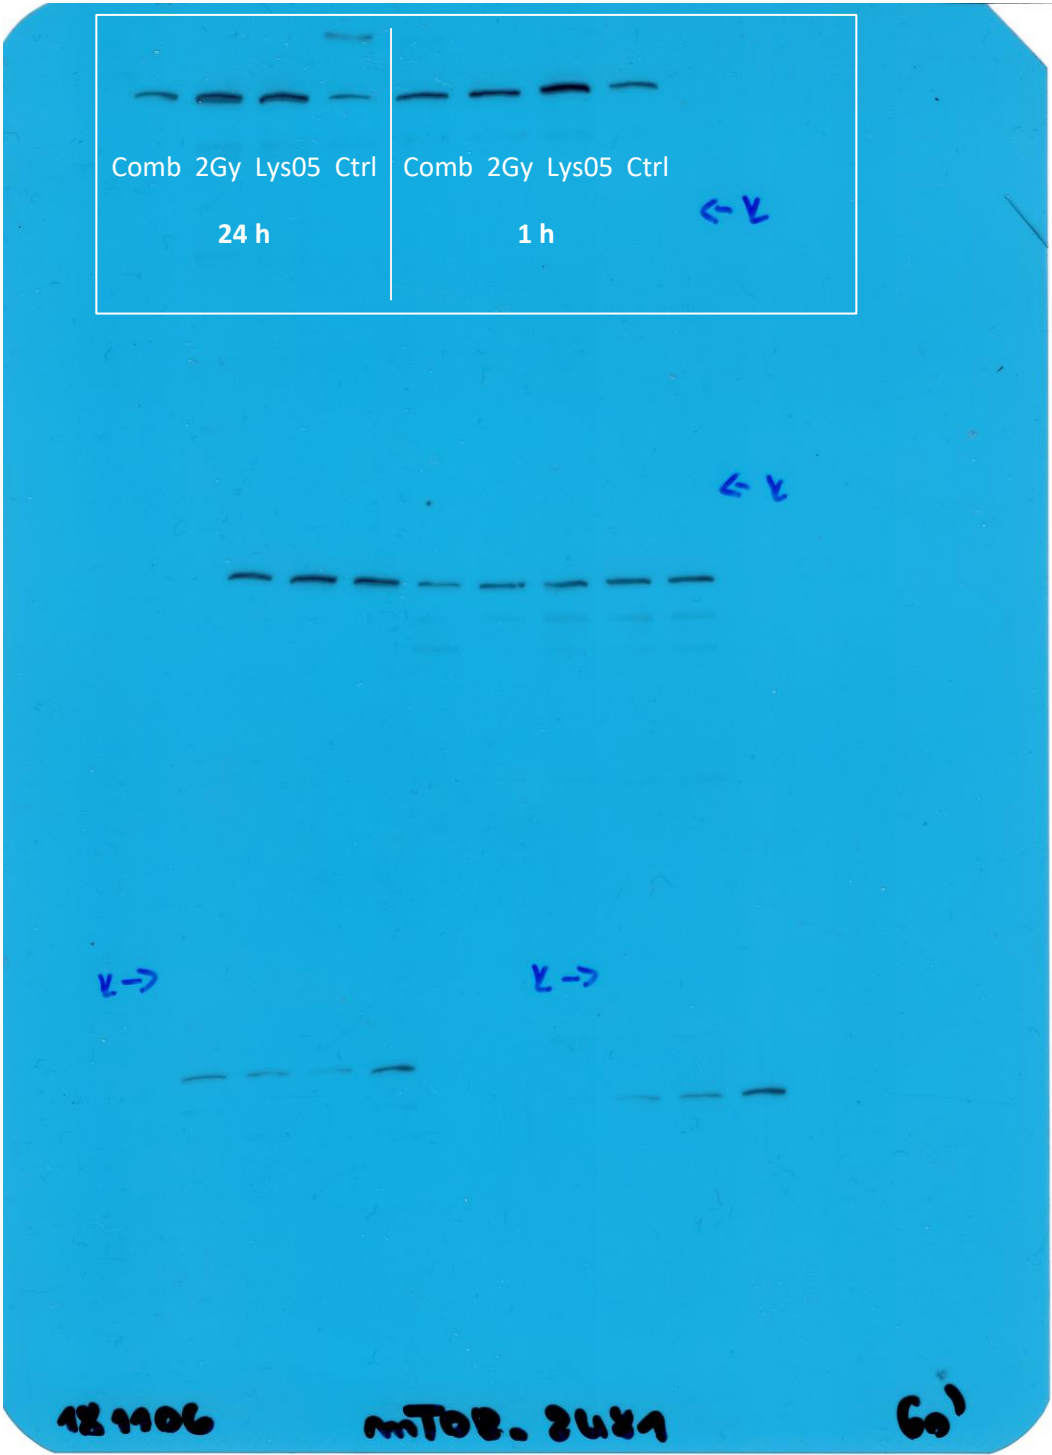

1. mTOR\_Ser2481; 1 and 24 h

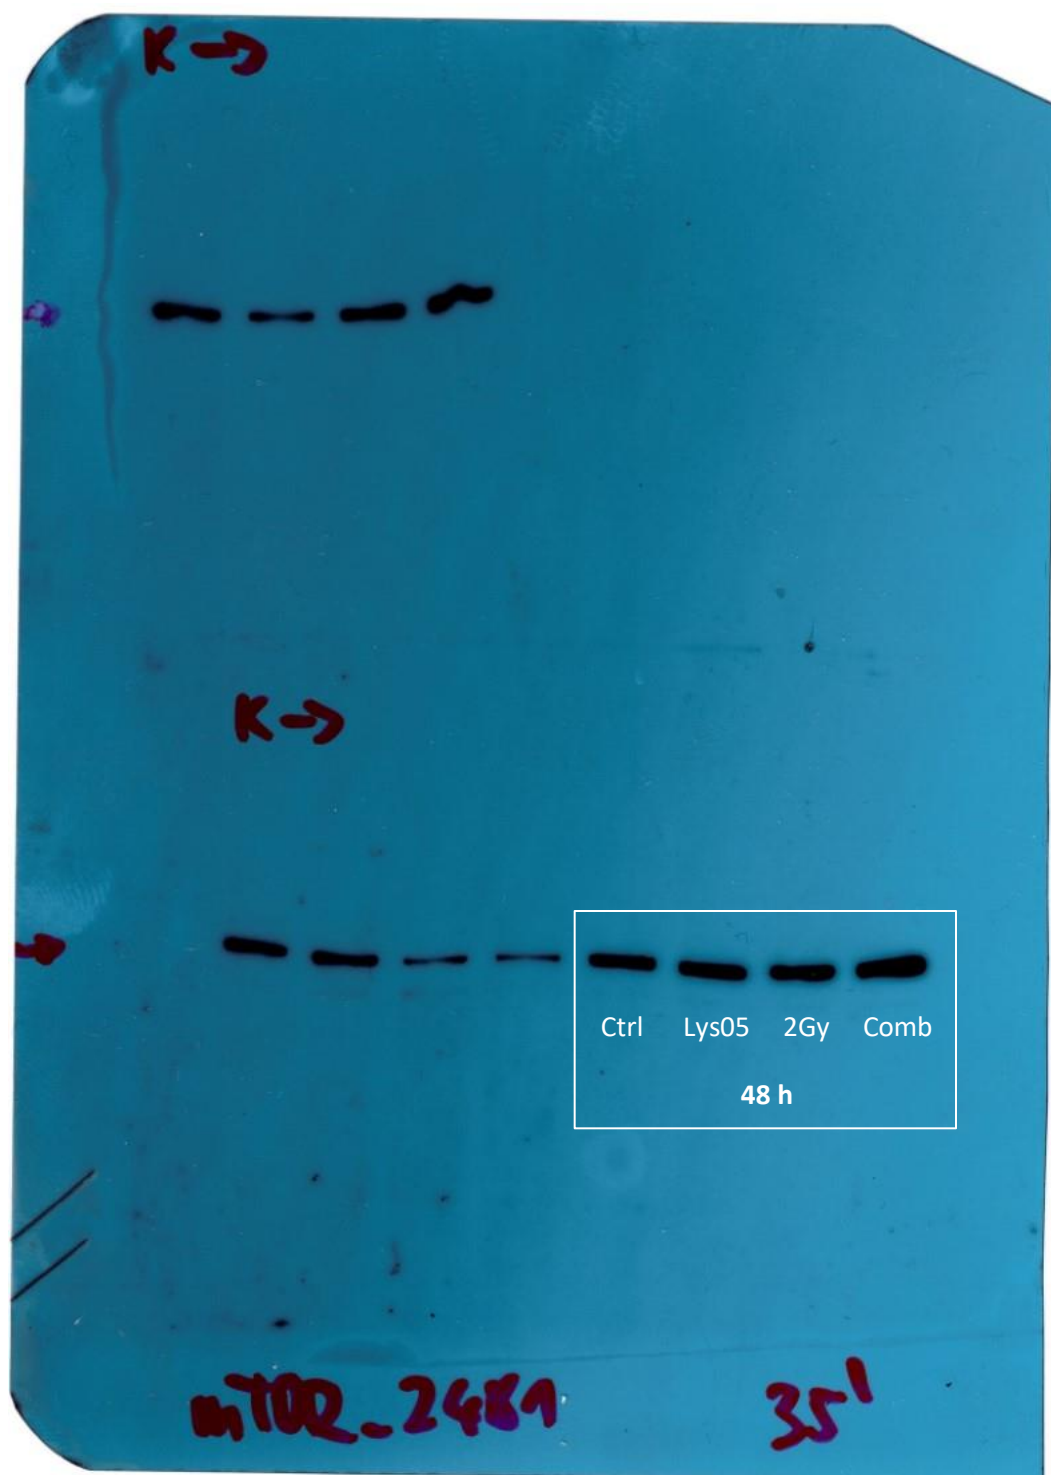

1. mTOR\_Ser2481; 48 h

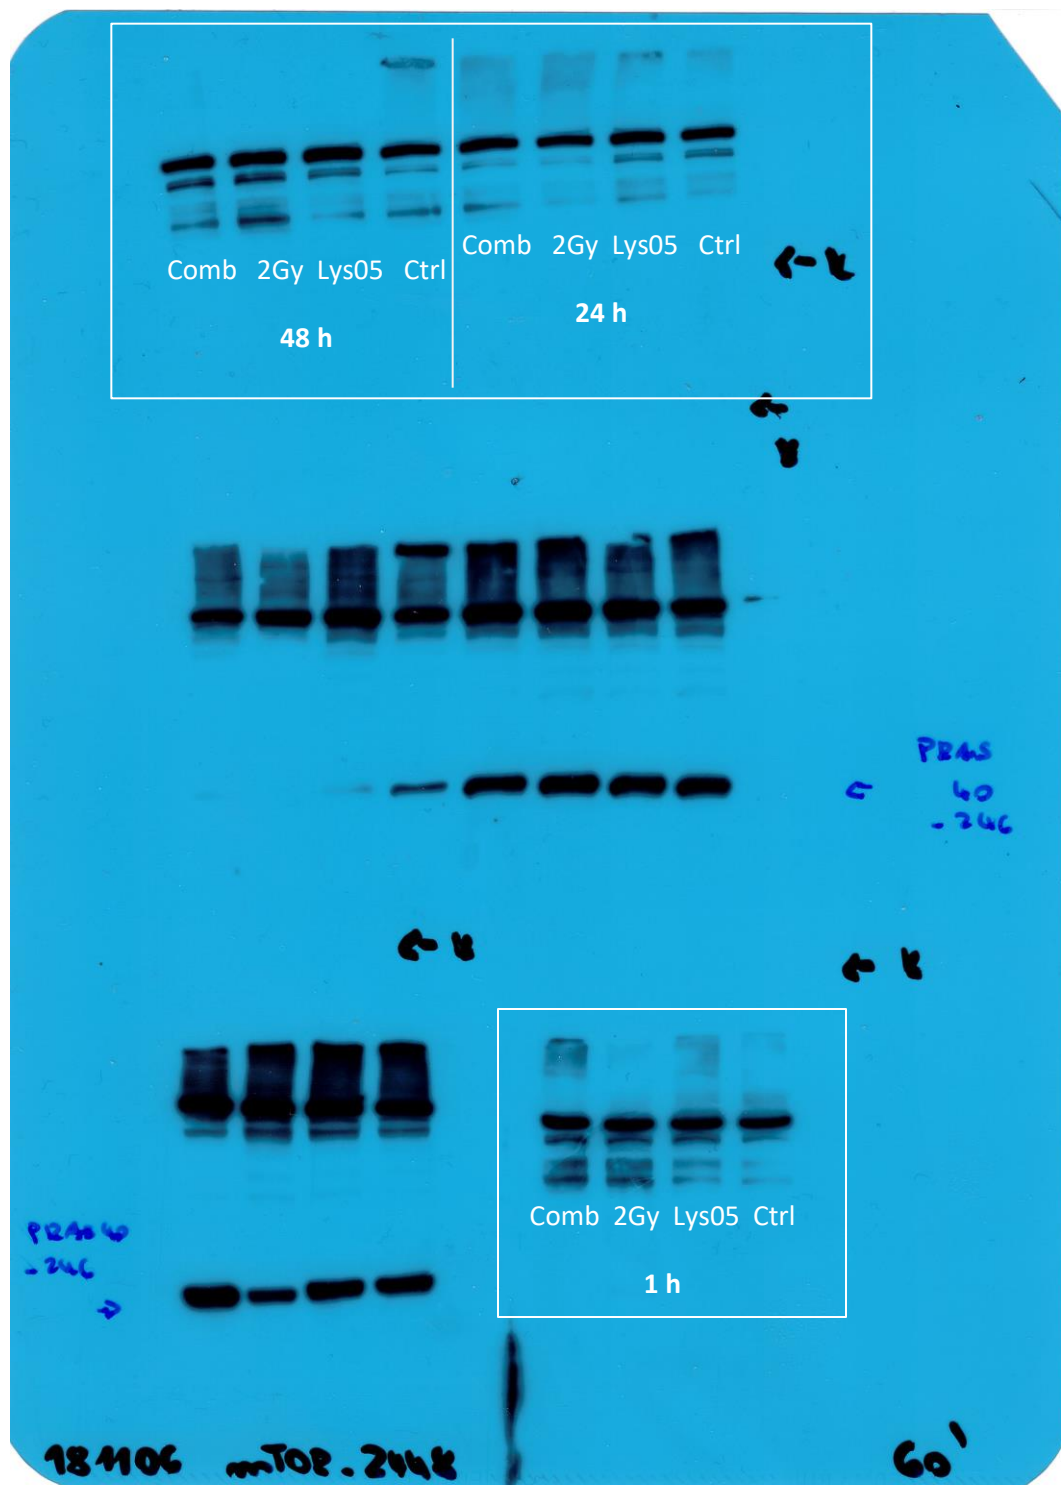

2. mTOR\_Ser2448

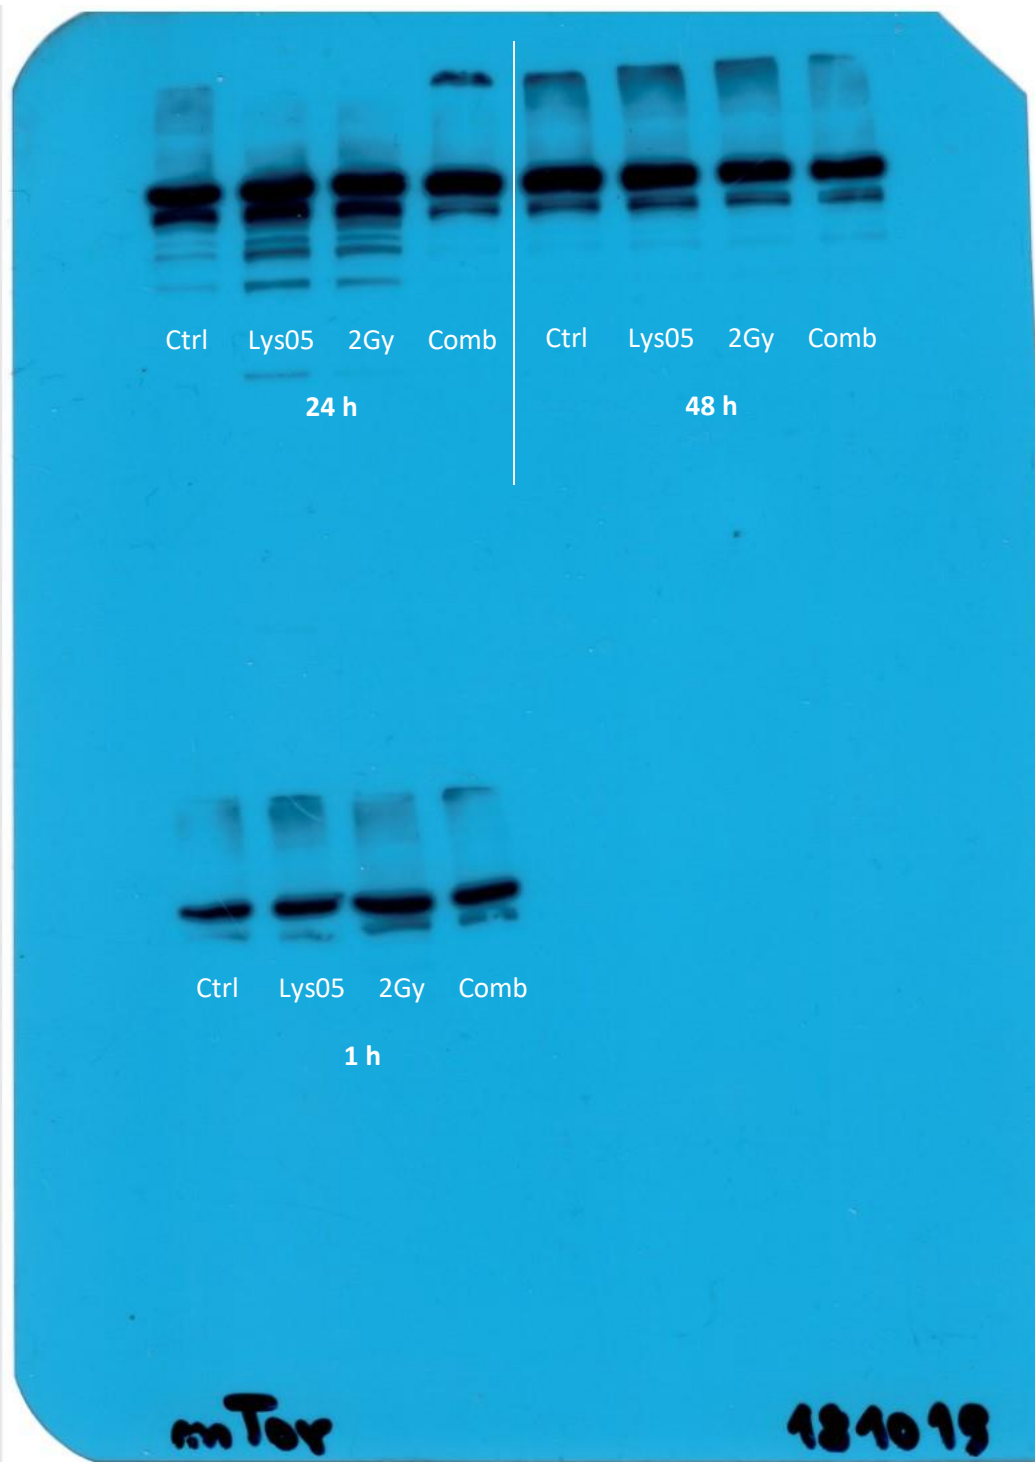

3. mTOR

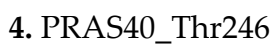

#### 4. PRAS40\_Thr246

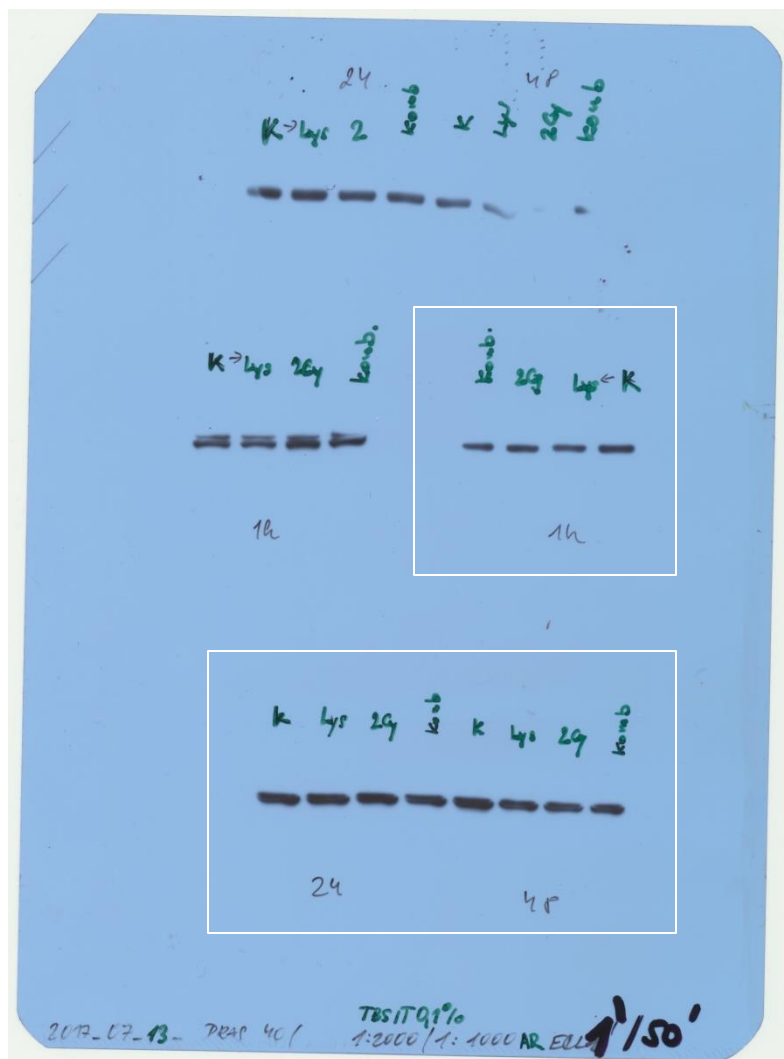

5. PRAS40

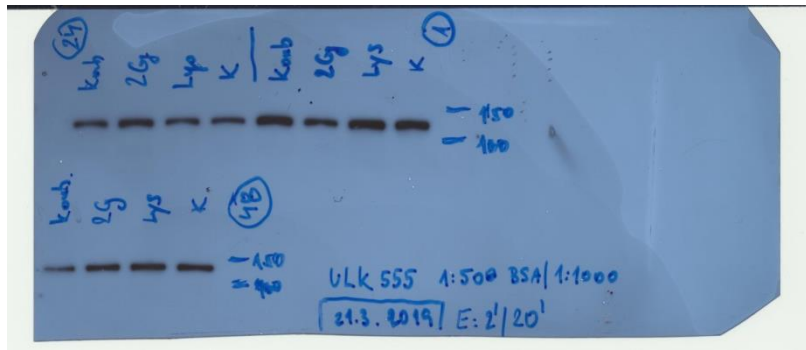

## 6. ULK-1\_Ser555

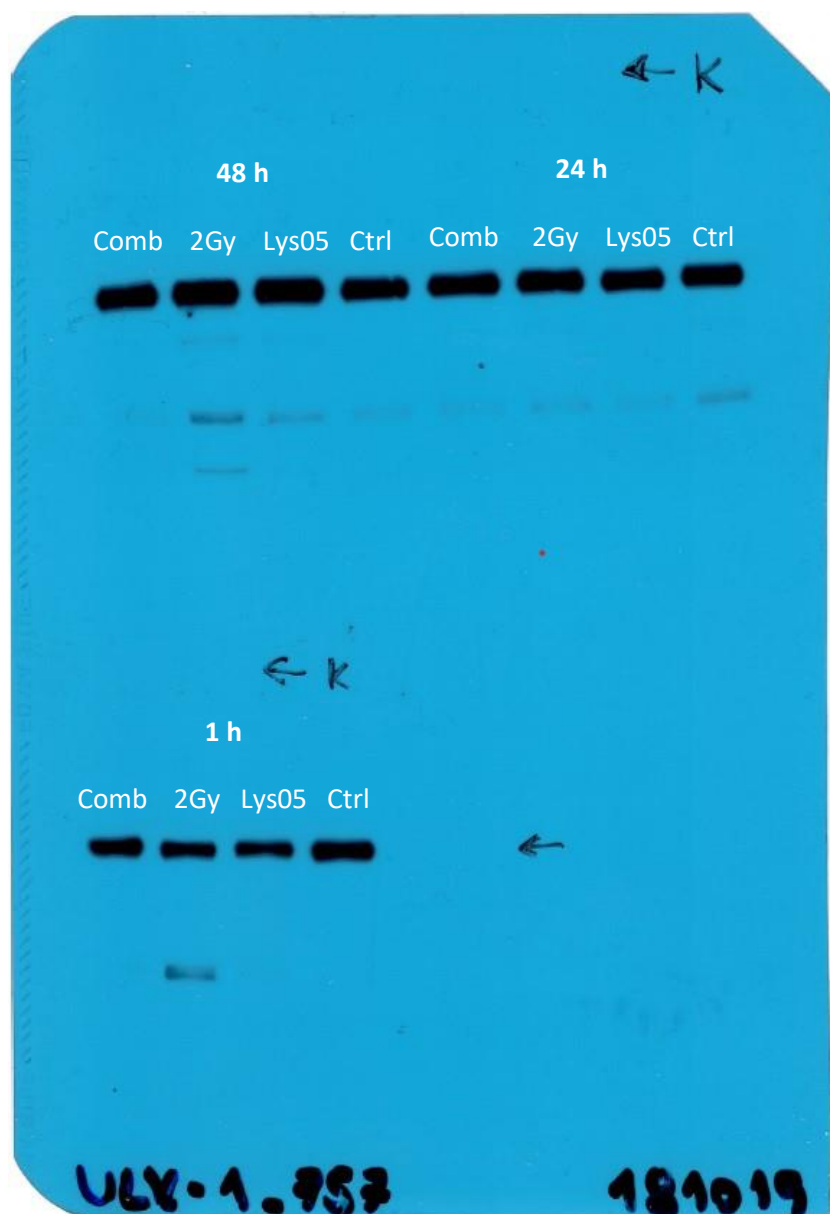

7. ULK-1\_Ser757

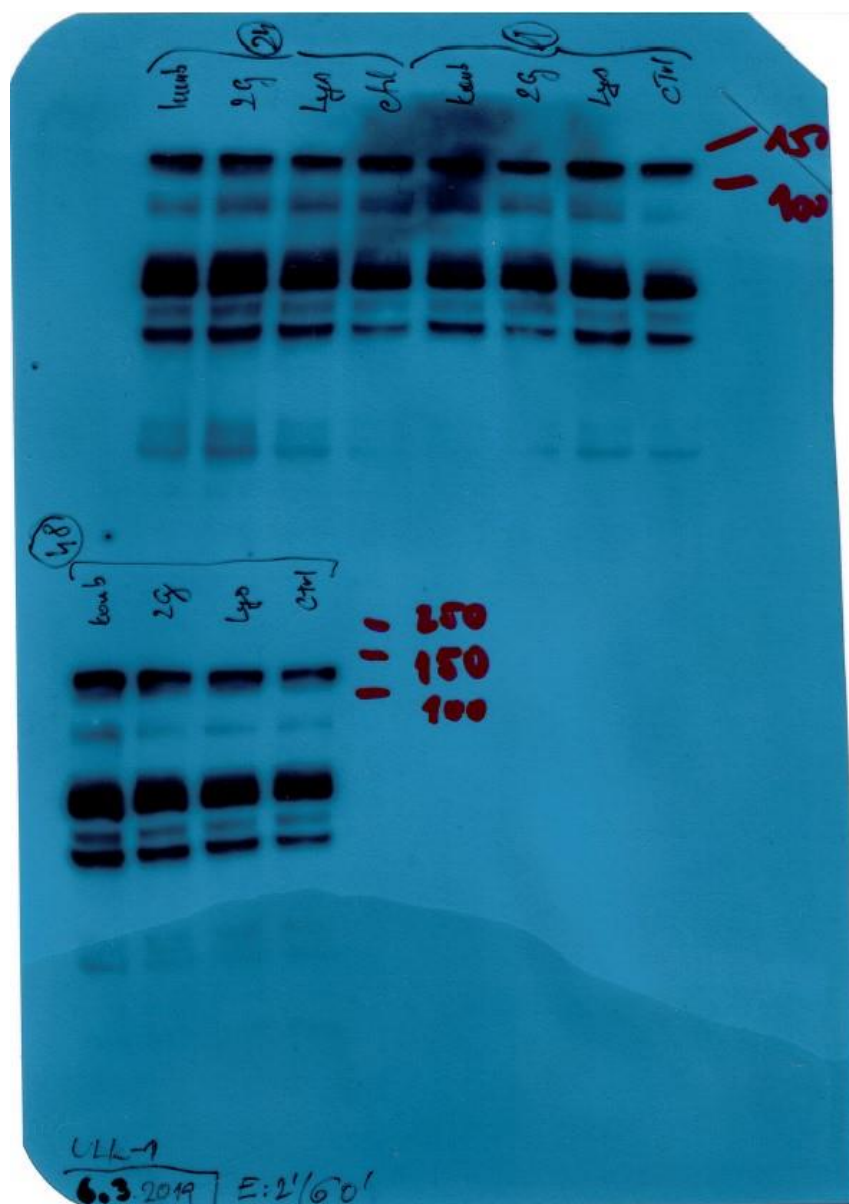

8. ULK-1

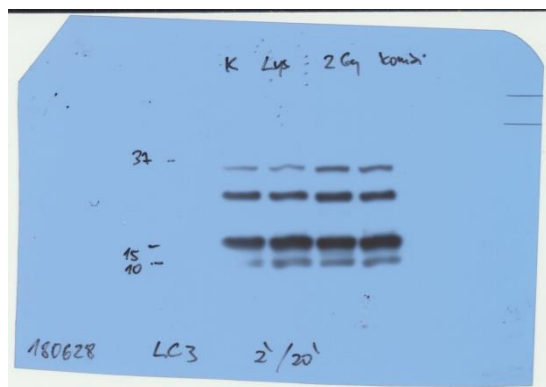

9. LC3-I/II; 1 h

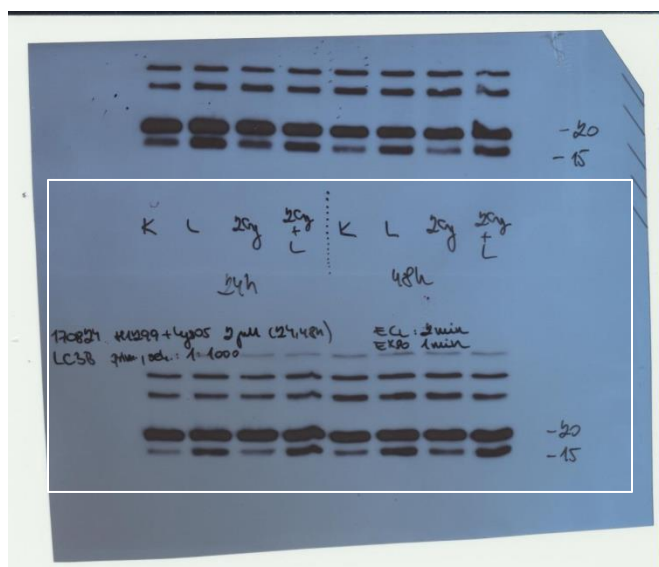

9. LC3-I/II; 24 and 48 h

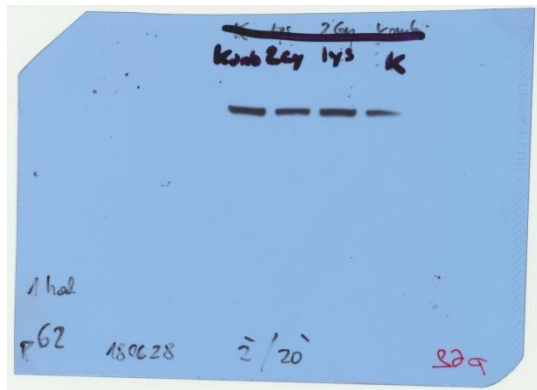

10. p62/SQSTM1; 1 h

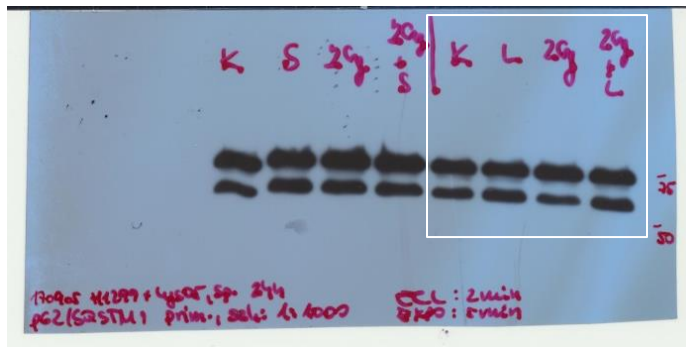

10. p62/SQSTM1; 24 h

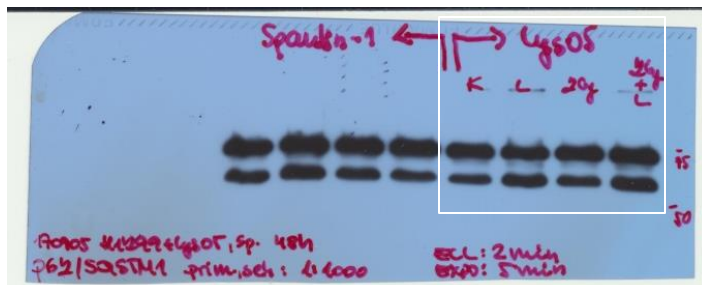

10. p62/SQSTM1; 48 h

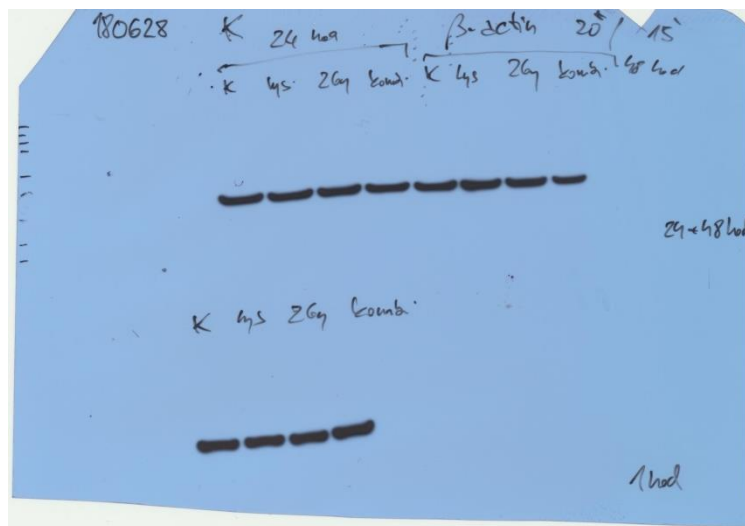

11.  $\beta$ -actin

How the deposited data were processed for this re-analysis (not part of the article)

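Gene expression was measured in H1299 cells on Agilent arrays, in 54 samples from 18 groups of 3. The groups combined no inhibitor, Lys05 or Spautin-1 with 2 Gy or no irradiation at 1, 24 and 48 h. Total RNA was amplified and labeled with Cy5 or Cy3, 27 samples per dye, and hybridized with both dyes on an array. The values are log2 intensities of 18499 probes, from 5.10 to 15.9, as deposited by the authors, who quantile-normalized them over all channels, with each dye of an array as a channel of its own, and they name limma. That the scale is log2 was checked against the percent changes of Table S2, of which 1299 of 17288 lines were used here, and of Table S1 1998 of 17288. Background correction, probe filter and the authors' design matrix are not given in the sources used here, and neither is the pairing of samples on an array. Scanner files were not used here.

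No value column was left out and 0 pairs of columns were identical. Probes were named from the array's annotation, and 1048 symbols were updated through RefSeq. A symbol was found for 16443 probes, and 2056 stayed without one. Coordinates are not given, because the files name no genome build.

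The fit used limma 3.58.1 in R 4.3.3, with a mean for each group and a term for the dye, lmFit, contrasts.fit and eBayes with default settings, and 35 residual degrees of freedom. All probes were tested. The p-values were adjusted by the Benjamini-Hochberg method within each comparison and called at an adjusted p under 0.05. The 24 counted comparisons were Lys05 and Spautin-1 against control with and without irradiation, 2 Gy against control, Lys05 against control and Spautin-1 against Lys05 over both irradiation groups, and the test of whether irradiation changed the Lys05 effect, each at 3 time points. Changes of 2 Gy with Lys05 against untreated control were fitted too. SQSTM1 and BNIP3 were also tested by exact two-sided permutation tests, with a smallest p of 0.1 for 3 samples against 3, and adjusted over the list alone. The number of arrays limits the precision.

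Genes were named by a rule, which gives SQSTM1, BNIP3, the genes of the autophagy proteins the paper names, TBP, and for each comparison the 3 called genes with the largest rise and the 3 with the largest fall whose samples do not overlap after the dye effect is removed. BNIP3's line of Table S1, the opening lines of Tables S1 and S2 and Fig. 3B had been seen when the rule was written. A gene with several probes was represented by its brightest. Gene lists for lysosomal TFEB targets (40 of 46 genes on the array), cholesterol synthesis (21 of 25), the ATF4 stress response (28 of 28), hypoxia (22 of 26), p53 targets (20 of 22) and mitosis (28 of 28) were tested by camera with a preset correlation of 0.01 between genes and with an estimated one, adjusted over 144 tests. The comparisons, the naming rule, the lists and the alternatives were set before the data were examined, except for the first component covariate, the block within single comparisons, the comparison of the Spautin-1 effect between irradiated and non-irradiated cells, that of the 2 Gy effect between time points, the irradiation effect within inhibitor-treated cells at 1 h, and the mitochondrial and histone probes.

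The alternatives were no dye term, a block for the replicate number within each time point, each dye alone, the samples of one time point alone, array weights, trend and robust in eBayes, cyclic loess on top of the authors' normalization, the dimmest 25% of probes left out, the mean of a gene's probes, an estimated correlation in camera, and each sample left out in turn. Whether replicate numbers pair the samples was checked by the correlation of their deviations from group means across probes, over 15 comparisons, with a range of -0.42 to 0.93. All 3 pairs were above 0.1 in 3 of these, Lys05 after 2 Gy at 1 h and 48 h and Spautin-1 after 2 Gy at 48 h, and there the numbers were taken to pair the samples, on these correlations alone, since the labels give a number and no more. These comparisons were fitted again with terms for the replicate number in the groups compared. The model was tested on simulated data, with known changes added to independent normal noise around each probe's mean and dye effect. Permutation tests and figures were made with python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The sentences of the paper that rest on Western blotting, qRT-PCR, microscopy or cell growth were left out, because the values used here come from the arrays.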

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

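Several tests were chosen only after the result was seen. They are those of a sample-wide shift, of the Spautin-1 correlation at 24 h and of the mitochondrial and histone probes. The comparisons of the Spautin-1 effect between irradiated and non-irradiated cells and of the 2 Gy effect between time points were chosen then too. In the tests below, a sample-wide shift means a move of a sample along the first component of the deviations between replicates, which holds 39.7% of their spread, and it was tested by adding the component to the model. This also removes any treatment effect along the component, so a value that falls under it may have lost such an effect in place of a shift. Chance was tested by regrouping the samples compared, with 10 splits for 3 samples against 3, where the share of splits is never under 0.1 and chance cannot be excluded, and with 100 drawn splits otherwise.

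The Spautin-1 arm is not discussed in the paper's text on the array. At 24 h limma called 372 probes for Spautin-1 against control without irradiation (227 higher, 145 lower) and 3165 after 2 Gy (1353 higher, 1812 lower), and the difference between both effects was past the threshold for 1638 probes (1092 higher, 546 lower). At 1 h and 48 h this difference gave 0 probes in limma, with 868 and 166 at an unadjusted p under 0.05. The numbers at 24 h rest on single samples. Without 2 Gy 24 h replicate 1 the 3165 fell to 569, without 2 Gy 24 h replicate 2 it rose to 6241, and it was 1355 without 2 Gy + Spautin-1 24 h replicate 3 and 1849 without 2 Gy + Spautin-1 24 h replicate 2. The 372 became 138, 608 and 751 without Spautin-1 24 h replicates 1, 2 and 3, 189 without control 24 h replicate 1 or 2 and 181 without control 24 h replicate 3. Leaving out single samples was not run for the difference. For the 1638, 16 of 100 splits gave as many, up to 3751, but splits that keep or exchange the groups of one irradiation state carry the Spautin-1 effect there, so they do not test a difference of effects, and chance was not excluded for it. For the 372, the real split alone reached it among 10 (highest other 1), and the same held for the 3165 (highest other 1685). Across probes, which are not independent replicates, the Spautin-1 effects at 24 h in irradiated and non-irradiated cells had a correlation of -0.309, which rose to 0.375 with the component in the model, from 0.16 to 0.496 with 1 sample left out. The ratio of irradiated to non-irradiated calls fell from 8.51 to 2.41, from 1.04 to 3.95 with 1 sample left out. A sample-wide shift may thus account for part of both patterns. A shift as the whole cause was taken to need a correlation above 0.3 and a ratio under 2, and no shift a correlation under 0.1 and a ratio above 4. With the component neither value met the terms for no shift, with or without any 1 sample, and neither met those for a shift throughout. The shift is thus not excluded, and it and a dependence of the Spautin-1 effect on irradiation cannot be told apart. The dependence stays open as the explanation that the design names.

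At the other times limma called 6 probes for Spautin-1 without irradiation and 6 after 2 Gy at 1 h, and 398 and 1221 at 48 h. Spautin-1 differed from Lys05 over both irradiation groups by 71 probes at 1 h, 902 at 24 h and 866 at 48 h. In splits of 3 against 3 the real one alone reached the 6, the 6, the 398 and the 1221, 1 of 10 each, with 3, 0, 37 and 0 as the highest of the others. For Spautin-1 against Lys05, 1, 2 and 3 of 100 splits gave as many, with 18, 1632 and 3021 as the highest of the others, which argues against chance. Single samples moved these numbers. The 1221 was 198 without 2 Gy + Spautin-1 48 h replicate 2, 264 without 2 Gy 48 h replicate 3, 556 without 2 Gy + Spautin-1 48 h replicate 1 and 679 without 2 Gy 48 h replicate 2. The 398 was 138, 220 and 673 without Spautin-1 48 h replicates 2, 3 and 1, and 155 and 224 without control 48 h replicates 1 and 3. The 866 was 502 without Spautin-1 48 h replicate 2, 511 without 2 Gy + Spautin-1 48 h replicate 2 and 549 without 2 Gy + Lys05 48 h replicate 3. With a block for the replicate number, whose same-numbered samples deviated together in this comparison, the 1221 was 1310. The 71 was 38, 42, 45 and 46 without Spautin-1 1 h replicate 1, Lys05 1 h replicate 1, and 2 Gy + Spautin-1 1 h replicates 1 and 3. The 6 without irradiation was 2 without control 1 h replicate 2 and 3 without control 1 h replicate 1 or 3, and the 6 after 2 Gy was 3 without 2 Gy 1 h replicate 3 or 2 Gy + Spautin-1 1 h replicate 1. Without a dye term each of these counts stayed within 1.5 times its size. With the component the 1221 fell to 737, while the 398 rose to 763, the 902 to 2194 and the 6 and 6 at 1 h to 16 and 14, and counts with the component are inflated. A shift may thus account for part of the 1221, and no bounds were set to decide it for these counts.

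The ATF4 stress response list rose with Spautin-1 by a median log2 change of 0.24 at 1 h without irradiation (0.056 after 2 Gy, adjusted p = 0.533 from camera), 0.63 at 24 h and 0.76 at 48 h without irradiation, and 0.98 and 0.68 after 2 Gy, a signal the paper does not report. With the component in the model the lowest of the 4 medians at 24 and 48 h went from 0.631 to 0.637, from 0.567 to 0.665 with 1 sample left out, which argues against a sample-wide shift. Genes of this list were among the largest rises, with PHGDH at 2.05 and DDIT4 at 1.71 at 24 h after 2 Gy. An induction of this response by Spautin-1 is a hypothesis, since it was found and tested on the same data. The 4 medians at 24 and 48 h kept direction and call without a dye term, and the dyes of treated and control samples differed in 1 of 3 samples, in opposite directions with and without irradiation, while all 4 medians rose, which argues against a dye effect as the whole cause. The mitosis list had medians of -0.17 at 24 h and -0.204 at 48 h with Spautin-1 without irradiation. After 2 Gy they were -0.029 (adjusted p = 0.843 from camera, 13 of 28 genes higher) and -0.075 (adjusted p = 0.0083, and 0.0717 with an estimated correlation), and no technical explanation was tested for these medians.

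The cholesterol synthesis, ATF4 and lysosome lists differed between Lys05 and control cells over both irradiation groups at 24 and 48 h in the same direction at both times. The cholesterol synthesis list rose by 0.44 and 0.15, the ATF4 list by 0.36 and 0.23 and the lysosome list by 0.11 and 0.14, and at 24 h the mitosis list fell by 0.17. For cholesterol synthesis at 24 h, the median was 0.461 with the component in the model against 0.438 before, from 0.414 to 0.518 with 1 sample left out, which argues against a sample-wide shift. It was 0.341 in the Cy5 samples alone, the lower of both dyes, and 0.451 in the Cy3 samples alone, which argues against dye bias. Among 100 splits, the real one included, 1 at 24 h and 2 at 48 h gave a median as far from 0 (0.4378 against 0.2926 for the highest other at 24 h, 0.1515 against 0.1768 at 48 h), which argues against chance. The same holds for ATF4, with 1 split at each time (0.3626 against 0.2553 and 0.2323 against 0.2166), and for the lysosome list, with 2 at 24 h (0.1114 against -0.1392) and 1 at 48 h (0.1394 against 0.1135). These shares are not adjusted over the lists and times, and the splits took no account of the replicate numbers. Chance is thus not excluded. The lysosome median was 0.042 without 2 Gy 24 h replicate 1 and 0.079 without 2 Gy 48 h replicate 3. A response of sterol synthesis genes to Lys05 at 24 h is a hypothesis that these tests leave standing, and it may be read only as that, because it was found and tested on the same data. For the other 2 lists and the mitosis list, a dye effect common to the samples cancels, since Lys05 and control samples over both irradiation groups hold 3 of each dye at each time, and their medians kept direction and call without a dye term. They also kept both with the component, where the ATF4 and lysosome lists stood at 0.28 and 0.06 at 24 h, so that a shift may account for part of these medians, and no bounds were set to decide it.

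The cholesterol list was the one list whose Lys05 effect differed between irradiated and non-irradiated cells, at 48 h, where the difference of effects had a median of -0.17 (adjusted p = 0.000439 from camera, 4 of 21 genes higher). Its medians were 0.23 without irradiation and 0.11 after 2 Gy. With 1 sample left out the difference ran from -0.28 to -0.15, and under the other settings from -0.23 to -0.17. Among these settings, it kept its direction and call without a dye term and with the component. With 2 Gy alone at 48 h the list had a median of 0.19 (15 of 21 genes higher), not past the threshold (adjusted p = 0.11 from camera). The smaller Lys05 effect after 2 Gy was thus measured against irradiated controls in which most of these genes stood higher. Chance and other technical explanations were not tested, and irradiation stays the biological one that the design names.

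The 12 probes of mitochondrially encoded genes were lower with Lys05 at 24 h over both irradiation groups, with a median of -0.69 and 11 of 12 lower. Of these, ND4L and ND3 were called, while ND6 was higher by 0.44. With the component in the model the median was -0.822 against -0.687, from -0.942 to -0.705 with 1 sample left out, which argues against a sample-wide shift. The higher of the medians in either dye alone was -0.671, and that in Cy5 samples -1.05, which argues against dye bias. Of 100 splits, 2 gave a median as far from 0 (-0.6872, with -0.7858 as the farthest of the others), but these probes were looked at because ND4L and ND3 had been called in this comparison, so chance cannot be excluded for them. The fall was not tied to 24 h. At 1 h the median was -1.061 without irradiation, with 11 of 12 lower, and -0.248 after 2 Gy, with 8 of 12 lower. At that time ND4L stood at 14.89 in control cells, 14.08 after 2 Gy, 13.55 with Lys05, 13.78 with Spautin-1, 13.83 after 2 Gy with Lys05 and 14.72 after 2 Gy with Spautin-1, so the control cells did not stand apart from every other group. At 48 h the median was -0.42 with 10 of 12 lower, and the call there was ND6, which rose. An effect of Lys05 on mitochondrial transcripts stays open as one explanation, and differences in the yield of these transcripts between RNA isolations were not tested.

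After 2 Gy, limma called 27 probes at 1 h (1 higher, 26 lower), 0 at 24 h (2529 at an unadjusted p under 0.05) and 1652 at 48 h (1018 higher, 634 lower). The effect at 48 h differed from that at 24 h in 241 probes and from that at 1 h in 602. For the 1652, the real split alone reached it among 10 (highest other 0). With the component in the model the count was 2134, from 1381 to 2380 with 1 sample left out. Counts with the component are inflated, so this count cannot decide on a sample-wide shift, which stays open here. The 1652 was 832 without 2 Gy 48 h replicate 3, 867 without control 48 h replicate 1 and 913 without control 48 h replicate 3. The 0 at 24 h became 2430 without 2 Gy 24 h replicate 2. For the 241, 12 of 100 splits gave as many, up to 3033, and for the 602 it was 3 of 100, up to 1150, but these splits can carry the effect of 2 Gy at 48 h and do not test a difference of effects, so chance was not excluded for either. Irradiation is the biological explanation that the design names for the calls at 48 h, as a hypothesis, and IGF2 at 2.80, RNF182 at 1.85 and CRH at 1.83 rose most, while a second probe of IGF2 stood at 0.46.

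Of the 27 calls at 1 h, 13 were histone probes and 14 were others. The histone probes had a median of -2.245 after 2 Gy, with H4C11 at -3.36. The real split alone reached the 27 among 10 (highest other 0). The number fell to 0 without control 1 h replicate 2, 5 without 2 Gy 1 h replicate 2, 12 without 2 Gy 1 h replicate 3, 15 without control 1 h replicate 1 and 17 without 2 Gy 1 h replicate 1. High values in the untreated control samples at 1 h would lower these probes in every comparison with them. In inhibitor-treated cells, with no untreated control involved, the same probes had a median of -1.16 after 2 Gy, from -1.27 to -0.933 with 1 sample left out, against -2.25. At later times they went the other way after 2 Gy, with a median of 1.331 at 24 h (0 of 13 lower) and 0.346 at 48 h (1 of 13 lower), and limma called 0 of them there. Against the same controls at 1 h they were lower with Lys05 alone (-1.18) and with Spautin-1 alone (-1.43) too. After 2 Gy all 13 probes were lower in Lys05-treated cells (median -1.138) and in Spautin-1-treated cells (-1.11), although limma called 0 of them. This argues against high control values as the whole cause for these probes. High control values may still explain part of the fall, and the shares of irradiation and of the control samples cannot be told apart. The value in inhibitor-treated cells lies near the middle between what either alone would give. A difference in cell cycle phase between the cultures was not tested.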

How the results depend on the processing

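The first component covariate and the replicate block within single comparisons were chosen only after the result was seen, and the other settings here were planned. The component is estimated from the same replicate deviations that the model tests against, so p-values under it are too small and counts too high. Fold changes and medians do not have this bias, but they have another limit. The covariate follows differences between groups too, so a treatment effect along the component is removed from them as well. The settings were compared over 24 counts of called probes, 43 values of SQSTM1 and BNIP3, 25 list medians and 80 values of other named genes. A count was taken as kept when it stayed within 1.5 times its value in the model with dye. With the dimmest 25% of probes left out, 24 of 24 counts were kept, and 43 of 43 values of SQSTM1 and BNIP3 kept their direction and side of the threshold. The latter also held with cyclic loess, with the replicate block, with the mean of all probes of a gene, and with trend and robust. Of the values of other named genes, 76 of 80 had a probe left after this filter, and 76 of 76 kept direction and call. Of the 25 list medians, 24 kept both with this filter and 1 came past the threshold. The medians of the cholesterol, lysosome and ATF4 lists for Lys05 over both irradiation groups at 24 and 48 h kept direction and call under every setting run for the lists and without any 1 sample. Except where a sentence names the smaller number of samples, the cause of a change was not tested.

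Without a dye term, the Lys05 counts moved without irradiation from 3 to 1 at 1 h and the 2 Gy count from 0 to 7 at 24 h, and the averaged change of SQSTM1 with Lys05 at 24 h stayed at 0.91 and missed the threshold (adjusted p = 0.0516). The replicate block moved the Lys05 counts without irradiation from 3 to 6 at 48 h, after 2 Gy from 0 to 1 at 1 h and from 1 to 2 at 24 h, and over both irradiation groups from 0 to 1 at 1 h, and the 2 Gy counts from 27 to 51 at 1 h and from 0 to 35 at 24 h. In the 3 comparisons whose same-numbered samples all deviated together, terms for the replicate number in the groups compared gave 0 calls in limma for Lys05 after 2 Gy at 1 h (105 at an unadjusted p under 0.05) and at 48 h (64), as without them, and 1310 in place of 1221 for Spautin-1 after 2 Gy at 48 h, where the real split alone of the 4 that part all pairs reached this (highest other 0). This replicate block changed no call of the lists, SQSTM1, BNIP3 or the other named genes in these comparisons. Its error was still estimated from all 18 groups, so the fits could gain little from the pairing. Calls that stayed thus do not show that the pairing is without weight. Cyclic loess moved the Spautin-1 count without irradiation from 6 to 10 at 1 h and turned the hypoxia list for Lys05 over both irradiation groups at 1 h from 0.001 to -0.003. Trend and robust moved the 2 Gy count from 0 to 12 at 24 h. With the mean of all probes of a gene, which counts genes in place of probes, the Lys05 counts moved without irradiation from 3 to 1 at 1 h, and over both irradiation groups from 0 to 1 at 1 h and from 12 to 20 at 24 h, and LEO1 at 1 h without irradiation went from 0.031 to -0.49. With an estimated correlation between genes, the ATF4 list for Lys05 over both irradiation groups at 1 h, at 0.081, was no longer past the threshold (adjusted p = 0.12).

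With the samples of the comparison's own time point only, 18 in place of 54, the Lys05 counts moved without irradiation from 2 to 0 at 24 h and from 3 to 0 at 48 h, after 2 Gy from 1 to 0 at 24 h, and over both irradiation groups from 0 to 3 at 1 h, from 12 to 3 at 24 h and from 5 to 0 at 48 h. Spautin-1 counts moved without irradiation from 6 to 25 at 1 h, from 372 to 46 at 24 h and from 398 to 127 at 48 h, after 2 Gy from 3165 to 632 at 24 h, and against Lys05 from 902 to 280 at 24 h, and that for 2 Gy from 27 to 74 at 1 h. The direction changed for SQSTM1 for Lys05 without irradiation at 1 h (0.045) and SQSTM1 for Spautin-1 after 2 Gy at 1 h (-0.061). Calls were lost for SQSTM1 for Lys05 over both irradiation groups at 24 h (0.91, adjusted p = 0.8), SQSTM1 for Spautin-1 without irradiation at 24 h (-1.18, adjusted p = 0.195) and BNIP3 for Spautin-1 after 2 Gy at 24 h (-0.49, adjusted p = 0.0894), and the mitosis list at 1 h, at -0.096, passed the threshold (adjusted p = 0.0284).

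With Cy5 samples only, 27 samples with 1 or 2 per group, the Lys05 counts moved without irradiation from 2 to 0 at 24 h and from 3 to 0 at 48 h, after 2 Gy from 1 to 0 at 24 h, and over both irradiation groups from 12 to 0 at 24 h and from 5 to 0 at 48 h. For Spautin-1 they moved without irradiation from 6 to 1 at 1 h, from 372 to 3063 at 24 h and from 398 to 0 at 48 h, after 2 Gy from 6 to 0 at 1 h, from 3165 to 2 at 24 h and from 1221 to 292 at 48 h, and against Lys05 from 71 to 0 at 1 h, from 902 to 112 at 24 h and from 866 to 36 at 48 h, and for 2 Gy from 27 to 7 at 1 h, from 0 to 1 at 24 h and from 1652 to 23 at 48 h. Directions changed for SQSTM1 for Lys05 after 2 Gy at 1 h (-0.078), SQSTM1 for 2 Gy at 24 h (0.31), BNIP3 for Lys05 after 2 Gy at 1 h (0.01), BNIP3 for Lys05 without irradiation at 48 h (-0.12), BNIP3 for 2 Gy at 24 h (-0.006), SQSTM1 for Lys05 over both irradiation groups at 1 h (-0.19), SQSTM1 for Spautin-1 after 2 Gy at 1 h (-0.25) and SQSTM1 for Spautin-1 after 2 Gy at 24 h (-0.49). Calls were lost for SQSTM1 for Lys05 over both irradiation groups at 24 h (0.465, adjusted p = 0.975), BNIP3 for Spautin-1 after 2 Gy at 24 h (-0.32, adjusted p = 0.849) and BNIP3 for Spautin-1 after 2 Gy at 48 h (-0.48, adjusted p = 0.223). With Cy3 samples only, also 27, the counts for Lys05 moved without irradiation from 3 to 8 at 1 h, from 2 to 0 at 24 h and from 3 to 25 at 48 h, after 2 Gy from 1 to 2 at 24 h, over both irradiation groups from 0 to 4 at 1 h, from 12 to 6 at 24 h and from 5 to 18 at 48 h, and in the test of the Lys05 effect against irradiation from 0 to 3 at 1 h and from 0 to 14 at 48 h. The Spautin-1 counts moved without irradiation from 6 to 2 at 1 h, from 372 to 4 at 24 h and from 398 to 4 at 48 h, after 2 Gy from 1221 to 16 at 48 h, and against Lys05 from 71 to 45 at 1 h, from 902 to 349 at 24 h and from 866 to 217 at 48 h, and the 2 Gy counts from 27 to 9 at 1 h, from 0 to 324 at 24 h and from 1652 to 1006 at 48 h. Here the direction changed for SQSTM1 for Lys05 without irradiation at 1 h (0.42), BNIP3 for Lys05 without irradiation at 1 h (-0.031), BNIP3 for 2 Gy with Lys05 at 24 h (0.031), BNIP3 for 2 Gy at 48 h (0.016), BNIP3 for Lys05 over both irradiation groups at 1 h (-0.05), BNIP3 for Lys05 over both irradiation groups at 48 h (0.007) and LEO1 for Lys05 without irradiation at 1 h (-0.063), and calls were lost for SQSTM1 for Lys05 over both irradiation groups at 24 h (1.185, adjusted p = 0.123), SQSTM1 for Spautin-1 without irradiation at 24 h (-0.84, adjusted p = 0.596) and BNIP3 for Spautin-1 after 2 Gy at 48 h (-0.47, adjusted p = 0.286). FDPS for Lys05 over both irradiation groups at 24 h was not called in Cy5 samples (0.60, adjusted p = 0.709) and was called in Cy3 samples. Of the 80 values of other named genes, 49 were no longer past the threshold in Cy5 samples and 40 in Cy3 samples, against 22 with the time point only, 5 without a dye term, 2 each with the replicate block and the first component, and 1 each with the mean of all probes of a gene and with trend and robust. With Cy3 samples, array weights, the first component and the mean of all probes of a gene, 1 value each came past it.

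The array weights ran from 0.0934 to 56.4, and limma's estimation of them stopped before it converged, so their p-values are not reliable. They moved 24 of 24 counts. Those for Lys05 went without irradiation from 3 to 1054 at 1 h, from 2 to 35 at 24 h and from 3 to 149 at 48 h, after 2 Gy from 0 to 1 at 1 h, from 1 to 347 at 24 h and from 0 to 190 at 48 h, over both irradiation groups from 0 to 1151 at 1 h, from 12 to 304 at 24 h and from 5 to 59 at 48 h, and in the test of the Lys05 effect against irradiation from 0 to 1 at 1 h, from 0 to 12 at 24 h and from 0 to 124 at 48 h. Those for Spautin-1 went without irradiation from 6 to 3332 at 1 h, from 372 to 2497 at 24 h and from 398 to 1240 at 48 h, after 2 Gy from 6 to 4525 at 1 h, from 3165 to 7562 at 24 h and from 1221 to 9986 at 48 h, and against Lys05 from 71 to 652 at 1 h, from 902 to 2574 at 24 h and from 866 to 2649 at 48 h, and those for 2 Gy from 27 to 4250 at 1 h, from 0 to 7111 at 24 h and from 1652 to 9120 at 48 h. Past the threshold came SQSTM1 for Lys05 after 2 Gy at 24 h (1.06, adjusted p = 0.000434), SQSTM1 for Lys05 without irradiation at 48 h (0.94, adjusted p = 0.0083), SQSTM1 for 2 Gy with Lys05 at 24 h (0.92, adjusted p = 0.00336), BNIP3 for Lys05 after 2 Gy at 24 h (-0.415, adjusted p = 0.0368), BNIP3 for 2 Gy with Lys05 at 48 h (-0.16, adjusted p = 0.0283), BNIP3 for 2 Gy at 24 h (0.40, adjusted p = 0.000189), SQSTM1 for Lys05 over both irradiation groups at 48 h (0.59, adjusted p = 0.0072), SQSTM1 for Spautin-1 without irradiation at 1 h (-0.49, adjusted p = 0.0205) and SQSTM1 for Spautin-1 after 2 Gy at 48 h (-0.34, adjusted p = 0.00666). The weights changed the direction of BNIP3 for 2 Gy at 48 h (0.02), SQSTM1 for Spautin-1 after 2 Gy at 24 h (-0.145) and the hypoxia list for Lys05 over both irradiation groups at 1 h (-0.018), and with them the hypoxia list for Lys05 over both irradiation groups at 24 h (-0.028, adjusted p = 0.417) and the mitosis list for Lys05 over both irradiation groups at 48 h (-0.035, adjusted p = 0.179) were no longer past the threshold.

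With the first component as a covariate, the Lys05 counts moved without irradiation from 2 to 5 at 24 h and from 3 to 12 at 48 h, after 2 Gy from 1 to 12 at 24 h, and over both irradiation groups from 12 to 50 at 24 h and from 5 to 17 at 48 h. Those of Spautin-1 moved without irradiation from 6 to 16 at 1 h, from 372 to 605 at 24 h and from 398 to 763 at 48 h, after 2 Gy from 6 to 14 at 1 h, from 3165 to 1460 at 24 h and from 1221 to 737 at 48 h, and against Lys05 from 902 to 2194 at 24 h, and that of 2 Gy from 27 to 80 at 1 h. Values that passed the threshold with it were SQSTM1 for Lys05 after 2 Gy at 24 h (1.05, adjusted p = 0.000703), SQSTM1 for Lys05 without irradiation at 48 h (0.81, adjusted p = 0.0168), SQSTM1 for 2 Gy with Lys05 at 24 h (1.00, adjusted p = 0.000537), SQSTM1 for 2 Gy with Lys05 at 48 h (0.66, adjusted p = 0.00395), BNIP3 for 2 Gy with Lys05 at 48 h (-0.37, adjusted p = 0.00795), SQSTM1 for Lys05 over both irradiation groups at 48 h (0.63, adjusted p = 0.00382) and SQSTM1 for Spautin-1 after 2 Gy at 48 h (-0.895, adjusted p = 0.000673). Besides these values of SQSTM1 and BNIP3, 1 list median and 1 value of another named gene passed the threshold. No longer past it were BNIP3 for Spautin-1 after 2 Gy at 24 h (-0.31, adjusted p = 0.0568) and BNIP3 for Spautin-1 after 2 Gy at 48 h (-0.29, adjusted p = 0.104). It changed the direction of SQSTM1 for Lys05 without irradiation at 1 h (0.29), SQSTM1 for 2 Gy with Lys05 at 1 h (0.19), SQSTM1 for 2 Gy at 48 h (0.215), LEO1 for Lys05 without irradiation at 1 h (-0.077), SQSTM1 for Spautin-1 after 2 Gy at 1 h (-0.073), SQSTM1 for Spautin-1 after 2 Gy at 24 h (-0.45), the cholesterol synthesis list for Lys05 over both irradiation groups at 1 h (0.006), the hypoxia list for Lys05 over both irradiation groups at 1 h (-0.011) and the p53 targets list for Lys05 over both irradiation groups at 1 h (-0.009).

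Each sample of a comparison was also left out in turn, where a lone sample is assumed to vary like the other groups. The number of calls for Lys05 without irradiation then ran from 0 (without Lys05 1 h replicate 1) to 6 (without Lys05 1 h replicate 2) at 1 h, 1 (without control 24 h replicate 2) to 2 (without control 24 h replicate 1) at 24 h, 0 (without control 48 h replicate 3) to 58 (without Lys05 48 h replicate 2) at 48 h, and after 2 Gy from 1 (without 2 Gy + Lys05 24 h replicate 3) to 352 (without 2 Gy 24 h replicate 2) at 24 h, 0 (without 2 Gy 48 h replicate 1) to 1 (without 2 Gy + Lys05 48 h replicate 1) at 48 h. Over both irradiation groups it ran from 4 (without control 24 h replicate 3) to 15 (without 2 Gy 24 h replicate 2) at 24 h, 0 (without 2 Gy + Lys05 48 h replicate 2) to 9 (without 2 Gy + Lys05 48 h replicate 1) at 48 h. For Spautin-1 without irradiation it ran from 2 (without control 1 h replicate 2) to 9 (without Spautin-1 1 h replicate 1) at 1 h, 138 (without Spautin-1 24 h replicate 1) to 751 (without Spautin-1 24 h replicate 3) at 24 h, 138 (without Spautin-1 48 h replicate 2) to 673 (without Spautin-1 48 h replicate 1) at 48 h, and after 2 Gy from 3 (without 2 Gy 1 h replicate 3) to 5 (without 2 Gy + Spautin-1 1 h replicate 2) at 1 h, 569 (without 2 Gy 24 h replicate 1) to 6241 (without 2 Gy 24 h replicate 2) at 24 h, 198 (without 2 Gy + Spautin-1 48 h replicate 2) to 1625 (without 2 Gy + Spautin-1 48 h replicate 3) at 48 h. Against Lys05, the Spautin-1 count ran from 38 (without Spautin-1 1 h replicate 1) to 73 (without Spautin-1 1 h replicate 3) at 1 h, 502 (without Spautin-1 48 h replicate 2) to 1191 (without 2 Gy + Lys05 48 h replicate 2) at 48 h. That of 2 Gy ran from 0 (without control 1 h replicate 2) to 21 (without control 1 h replicate 3) at 1 h, 0 (without control 24 h replicate 1) to 2430 (without 2 Gy 24 h replicate 2) at 24 h, 832 (without 2 Gy 48 h replicate 3) to 2082 (without control 48 h replicate 2) at 48 h. SQSTM1 ran for Lys05 without irradiation at 1 h from -0.28 (without Lys05 1 h replicate 2) to 0.082 (without Lys05 1 h replicate 1), for Lys05 over both irradiation groups at 1 h from -0.065 (without Lys05 1 h replicate 2) to 0.11 (without Lys05 1 h replicate 1), for Spautin-1 after 2 Gy at 1 h from -0.046 (without 2 Gy 1 h replicate 2) to 0.14 (without 2 Gy + Spautin-1 1 h replicate 2), for 2 Gy at 24 h from -0.76 (without 2 Gy 24 h replicate 2) to 0.086 (without 2 Gy 24 h replicate 1), for Lys05 over both irradiation groups at 24 h from 0.68 (without 2 Gy 24 h replicate 1) to 1.095 (without 2 Gy 24 h replicate 2), for Lys05 after 2 Gy at 24 h from 0.86 (without 2 Gy 24 h replicate 1) to 1.70 (without 2 Gy 24 h replicate 2), for Spautin-1 after 2 Gy at 24 h from -0.335 (without 2 Gy 24 h replicate 1) to 0.51 (without 2 Gy 24 h replicate 2), for 2 Gy at 48 h from -0.30 (without 2 Gy 48 h replicate 1) to 0.011 (without 2 Gy 48 h replicate 3). LEO1 ran for Lys05 without irradiation at 1 h from -0.001 (without Lys05 1 h replicate 3) to 0.077 (without Lys05 1 h replicate 2). BNIP3 ran for Lys05 without irradiation at 24 h from -0.19 (without control 24 h replicate 1) to 0.018 (without control 24 h replicate 3), for 2 Gy at 24 h from 0.20 (without 2 Gy 24 h replicate 1) to 0.41 (without control 24 h replicate 3), for Lys05 after 2 Gy at 24 h from -0.54 (without 2 Gy 24 h replicate 2) to -0.30 (without 2 Gy + Lys05 24 h replicate 3), for Lys05 without irradiation at 48 h from -0.024 (without control 48 h replicate 3) to 0.11 (without control 48 h replicate 2). The cholesterol synthesis list ran for Lys05 over both irradiation groups at 1 h from -0.063 (without 2 Gy + Lys05 1 h replicate 2) to 0.003 (without Lys05 1 h replicate 3), the ATF4 stress response list ran for Lys05 over both irradiation groups at 1 h from 0.047 (without control 1 h replicate 3) to 0.13 (without 2 Gy 1 h replicate 2), the hypoxia list ran for Lys05 over both irradiation groups at 1 h from -0.027 (without Lys05 1 h replicate 2) to 0.015 (without Lys05 1 h replicate 3), for Lys05 over both irradiation groups at 24 h from -0.11 (without control 24 h replicate 1) to -0.058 (without 2 Gy 24 h replicate 1), for Lys05 over both irradiation groups at 48 h from -0.01 (without 2 Gy 48 h replicate 2) to 0.019 (without Lys05 48 h replicate 1), the p53 targets list ran for Lys05 over both irradiation groups at 1 h from -0.005 (without Lys05 1 h replicate 1) to 0.052 (without 2 Gy + Lys05 1 h replicate 1), for Lys05 over both irradiation groups at 24 h from -0.017 (without control 24 h replicate 1) to 0.053 (without control 24 h replicate 3), for 2 Gy at 48 h from -0.01 (without 2 Gy 48 h replicate 1) to 0.19 (without 2 Gy 48 h replicate 2), the mitosis list ran for Lys05 over both irradiation groups at 48 h from -0.12 (without 2 Gy 48 h replicate 3) to -0.015 (without 2 Gy + Lys05 48 h replicate 3). The call of SQSTM1 for Lys05 over both irradiation groups at 24 h was lost in 10 of these 12 fits, and that of the ATF4 list at 1 h in 12 of 12.

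Signal over background limits these values in a way that was not measured, since no background values were used here. Dim probes were kept unless stated, and dropping the dimmest ones left the 24 counts within 1.5 times their size.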

Differences from the paper's values

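No test in this part was chosen only after the result was seen, apart from the first component covariate where it is named. The paper's qRT-PCR values were read by eye from Fig. 3B as percent of untreated control and set beside the array values here. A value was taken to differ when one was more than 1.5 times the other and they lay further apart than the replicate SD here, and for adjusted p-values on the former alone. The array values measure the same genes by another method, and they are not relative to the reference gene TBP, as the paper's values are. On the array TBP was itself called lower at 48 h after 2 Gy, with and without Lys05. Relative to TBP, the array values of both genes there would be higher. After 2 Gy with Lys05 at 48 h this would bring SQSTM1 nearer to the paper's value and BNIP3 further from it. Whether values would then differ by this rule was not computed.

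For SQSTM1 after 2 Gy with Lys05 at 48 h, the paper's value is about 200% in Fig. 3B, read by eye, and the array gave 121% with a replicate SD of 31.7. Among the alternatives set before the data were examined, Cy5 samples only (175%) did not differ from the paper's value by this rule, and all the others did. That alternative sets 1 sample against 1 here, with replicate 2 as the sample given 2 Gy with Lys05. For BNIP3 with Lys05 the paper's values are about 53% at 24 h and about 52% at 48 h in Fig. 3B, read by eye, and the array gave 92.1% and 103%, with replicate SDs of 14.9 and 7.95. After 2 Gy with Lys05 the paper's values are about 43% at 24 h and about 36% at 48 h in Fig. 3B, read by eye, and the array gave 90.5% and 84.2%, with SDs of 14.7 and 4.47. None of the alternatives set before the data were examined brought any of these 4 BNIP3 values within the paper's.

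Values that did not differ by this rule were SQSTM1 with Lys05 at 24 h, 142% here and about 170% in Fig. 3B, at 48 h, 210% and about 180%, and after 2 Gy with Lys05 at 24 h, 192% and about 180%. The others that did not differ, again in Fig. 3B and read by eye, were at 1 h and for 2 Gy alone. For SQSTM1 at 1 h they were 97.6% here and about 120% with Lys05, 82.9% and about 110% after 2 Gy, and 91.1% and about 110% after both. After 2 Gy alone they were 77.1% and about 110% at 24 h, and 90.9% and about 120% at 48 h. For BNIP3 at 1 h they were 115% and about 96% with Lys05, 115% and about 98% after 2 Gy, and 112% and about 94% after both. After 2 Gy alone they were 121% and about 110% at 24 h, and 91.7% and about 67% at 48 h. Some alternatives did make values for 2 Gy alone differ. SQSTM1 at 24 h differed with Cy3 samples only (60.5%). BNIP3 at 48 h differed with array weights and with Cy3 samples only (101% for each).

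The paper states a significant rise of SQSTM1 and a fall of BNIP3 with Lys05, alone or combined with irradiation, at both 24 and 48 h by qRT-PCR. On the array, SQSTM1 was higher with Lys05 in all of these comparisons, by 0.51 to 1.32 in log2 at 24 h and by 0.28 to 1.07 at 48 h, and limma called none of them group by group, while the change averaged over irradiated and non-irradiated cells was called at 24 h (0.91, adjusted p = 0.0381). Without 2 Gy + Lys05 48 h replicate 2, the 0.28 for 2 Gy with Lys05 at 48 h was 0.015 and the 0.42 for Lys05 after 2 Gy at 48 h was 0.14. BNIP3 was lower in 5 of these 6 comparisons and higher by 0.04 with Lys05 at 48 h without irradiation, and limma called none of them. Without control 24 h replicate 3 the change of BNIP3 for 2 Gy with Lys05 at 24 h went from -0.14 to -0.002, and that for Lys05 without irradiation at 24 h from -0.12 to 0.018. Settings that did call were the following. With array weights, whose estimation did not converge, SQSTM1 was called for Lys05 after 2 Gy at 24 h (1.06), for Lys05 without irradiation at 48 h (0.94) and for 2 Gy with Lys05 at 24 h (0.92), and BNIP3 for Lys05 after 2 Gy at 24 h (-0.415) and for 2 Gy with Lys05 at 48 h (-0.16). With the first component as a covariate, which was chosen after seeing the values and gives p-values that are too small, SQSTM1 was called for Lys05 after 2 Gy at 24 h (1.05), Lys05 without irradiation at 48 h (0.81) and 2 Gy with Lys05 at 24 h (1.00) and 48 h (0.66), and BNIP3 for 2 Gy with Lys05 at 48 h (-0.37). Without 2 Gy 24 h replicate 2, both genes were called for Lys05 after 2 Gy at 24 h (1.70 and -0.54).

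Of the adjusted p-values in the part of Table S1 that was used here, 15 each for BNIP3, AKT1S1 and BECN1 were set beside those computed here, and 0 were more than 1.5 times the other. Nevertheless, that of BECN1 for Spautin-1 after 2 Gy at 48 h lay on the other side of the threshold, with the paper's value at 0.0424 and 0.054 here.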

Other observations

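The tests of the replicate numbers, the growth state and exchanged labels, and the count of probes with a dye effect, were chosen only after the result was seen.

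The deviations of replicates from their group means shared structure. The first component held 39.7% of their spread and the second 10.4%. After cyclic loess the share of the first was 39.7 again, but loess changed the deviations by 9.07% of their size, too little to test an intensity-dependent normalization error, which stays open. Samples of one replicate number within a time point may have come from one experiment. These blocks accounted for 34.8% of the spread of the component's scores, more than 99.4 percent of 10000 permutations within time points, which is what a shared experiment would give. The labels do not say whether replicate numbers stand for experiments, and with the blocks in the model 18 of 24 counts stayed within 1.5 times their size. In 15 comparisons the numbers paired the samples in 3. The growth state of the cultures is another candidate explanation. The mitosis list's median loading lay at the 95.3 percentile of matched random lists, between the values that would decide, so this stays open.

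Regrouping the samples of the Lys05 comparisons, 4 of 10 splits reached the 3 calls at 1 h without irradiation (highest other 5), 2 of 10 the 2 calls at 24 h (highest other 6) and 5 of 10 the 3 calls at 48 h (highest other 43). After 2 Gy, 10 of 10 reached the 0 at 1 h (highest other 10), 9 of 10 the 1 at 24 h (highest other 1316) and 10 of 10 the 0 at 48 h (highest other 31). For 2 Gy at 24 h, 10 of 10 reached the 0 (highest other 0). Splits of 3 against 3 cannot exclude chance. Over both irradiation groups, 12 of 100 reached the 12 calls at 24 h (highest other 328) and 5 of 100 the 5 calls at 48 h (highest other 1276), so chance cannot be excluded for these 2 counts. These splits were drawn without regard to the replicate numbers, which were taken to pair the samples after 2 Gy at 48 h. A count of 0 is reached by any split, so the splits say nothing about it, as for the 0 at 1 h over both irradiation groups (100 of 100, highest other 1), for Lys05 after 2 Gy at 1 and 48 h and for 2 Gy at 24 h. For these Lys05 comparisons, which have few calls themselves, the splits that called 328, 1276 and 1316 probes point to a structure of the samples other than their groups. The splits say nothing either about the 0 calls of the test of whether irradiation changed the Lys05 effect, where the other splits gave up to 1, 271 and 1276 at 1, 24 and 48 h. The counts of 0 are limma's, with 1027, 106, 52 and 2529 probes at an unadjusted p under 0.05 for Lys05 over both irradiation groups at 1 h, Lys05 after 2 Gy at 1 and 48 h and 2 Gy at 24 h, and 295, 321 and 358 for the test.

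In simulated values with known changes added, the model found 82 of 100 probes changed by 1 on the log2 scale for Lys05 against control at 24 h without irradiation. It found 29 of 100 changed by 0.5, with 3 false calls. Over both irradiation groups at 24 h it found 95 and 74, with 10 false calls. The simulated noise was normal and independent between probes and samples. It lacks the structure that real replicates share, so recovery and false calls in the real data may differ.

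Rearranging the dyes within groups, 1 of 100 arrangements gave as many probes with a dye effect as the 3204 found, with 2784 as the highest of the others, which argues against chance. Of these probes, 1839 were higher in Cy5 and 1365 in Cy3, and the 99th percentile of the absolute effect was 0.37.

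Genes of the proteins that the paper examined by Western blotting and in its discussion of autophagy, namely MTOR, ULK1, AKT1S1, MAP1LC3A, MAP1LC3B, BECN1 and ATG12, gave 42 values for Lys05 against control, 7 genes in 6 comparisons. Limma called 0 of them, 2 had an unadjusted p under 0.05, the lowest adjusted p was 0.504, and the log2 changes lay between -0.36 and 0.52. TBP, the reference gene of the paper's qRT-PCR, was called after 2 Gy at 48 h (-0.33, adjusted p = 0.0168) and after 2 Gy with Lys05 at 48 h (-0.305, adjusted p = 0.0243), and not for Lys05 against control.

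With Spautin-1, BNIP3 fell by 0.50 after 2 Gy at 24 h (adjusted p = 0.00543) and by 0.44 after 2 Gy at 48 h (adjusted p = 0.0259). The former was not called without 2 Gy 24 h replicate 1 (-0.42, adjusted p = 0.0739), and the latter was not called without 2 Gy 48 h replicate 2 (adjusted p = 0.0968) or 3 (adjusted p = 0.167) or 2 Gy + Spautin-1 48 h replicate 1 (adjusted p = 0.0906) or 2 (adjusted p = 0.19). Since BNIP3 was called with Spautin-1 and not with Lys05, exchanged labels could be an explanation. SQSTM1 was lower in the samples labeled Spautin-1 than in those labeled Lys05 at 24 h, by a log2 difference of -1.44. With 1 sample left out it ran from -1.549 to -1.255. This argues against an exchange, as far as the rise of SQSTM1 with Lys05 in the paper's qRT-PCR is taken as the guide. SQSTM1 fell by 1.17 with Spautin-1 without irradiation at 24 h (adjusted p = 0.0125), and the call was lost without Spautin-1 24 h replicate 1 (-0.79, adjusted p = 0.242) or control 24 h replicate 2 (adjusted p = 0.0557) or 3 (adjusted p = 0.0511).

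Called genes with the largest changes whose samples did not overlap included, for Spautin-1 at 1 h, MYC at 0.77 without irradiation and 0.58 after 2 Gy, and PPP1R10 at -0.88 and -0.70. At 24 h without irradiation they included GDF15 at 2.19 and SLC6A9 at 1.25, with TRIB3 between both. For 2 Gy they were NOP58 at 0.73, H4C11 at -3.36, H4C6 at -2.99 and H4C15 at -2.82 at 1 h, and IGF2, RNF182 and CRH with KRTAP2-3 at -1.98, IGFBP3 at -1.41 and MAEA at -1.33 at 48 h. Of the Spautin-1 calls without irradiation, 78 of 227 higher probes and 71 of 145 lower probes at 24 h were also called in that direction after 2 Gy, where 16.6 and 14.2 would be shared by chance. At 48 h it was 96 of 139 and 206 of 259, where 2.98 and 11.5 would be. Cells given 2 Gy with Lys05 differed from untreated control by 46 higher and 78 lower probes at 1 h, 10 higher and 0 lower at 24 h, and 1214 higher and 781 lower at 48 h. The probes are not independent, and the irradiated and non-irradiated comparisons use different controls.

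Of the 144 tests of gene lists, 47 were past the threshold with the preset correlation and 39 with an estimated one. Of 24 comparisons each, the lysosome list passed in 8, cholesterol synthesis in 9, ATF4 in 16, hypoxia in 2, p53 targets in 0 and mitosis in 12 (8, 9, 14, 2, 0 and 6 with the estimated correlation). For Lys05 over both irradiation groups the hypoxia list, which holds BNIP3, had a median of -0.08 at 24 h (adjusted p = 0.0145, 6 of 22 genes higher) and 0.009 at 48 h, and was no longer past the threshold at 24 h without control 24 h replicate 3, Lys05 24 h replicate 2, 2 Gy 24 h replicate 2 or 2 Gy + Lys05 24 h replicate 2 (adjusted p up to 0.146). The p53 targets list, which holds GDF15, had medians of 0.03 and 0.05 in these p53-negative cells (adjusted p = 0.317 and 0.499). The mitosis list had -0.17 at 24 h (adjusted p = 1.36e-08, 4 of 28 genes higher) and -0.06 at 48 h (adjusted p = 0.000973), the latter -0.015 without 2 Gy + Lys05 48 h replicate 3 (adjusted p = 0.331). After 2 Gy at 48 h the mitosis list fell by 0.27, past the threshold with the preset correlation only, and stood at -0.175 without control 48 h replicate 1. At 1 h with Lys05 the ATF4 list stood at 0.081 (adjusted p = 0.0279, and 0.12 with the estimated correlation).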
